# Darkness and *gulliver2*/*phyB* mutation decrease the abundance of phosphorylated BZR1 to activate brassinosteroid signaling in Arabidopsis

**DOI:** 10.1111/tpj.12423

**Published:** 2014-02-04

**Authors:** Bokyung Kim, Yu Jeong Jeong, Claudia Corvalán, Shozo Fujioka, Seoae Cho, Taesung Park, Sunghwa Choe

**Keywords:** brassinosteroids, photomorphogenesis, hypocotyl elongation, proteasome, brassinazole, *Arabidopsis thaliana*

## Abstract

Light is essential for plant survival; as such, plants flexibly adjust their growth and development to best harvest light energy. Brassinosteroids (BRs), plant growth-promoting steroid hormones, are essential for this plasticity of development. However, the precise mechanisms underlying BR-mediated growth under different light conditions remain largely unknown. Here, we show that darkness increases the activity of the BR-specific transcription factor, BZR1, by decreasing the phosphorylated (inactive) form of BZR1 in a proteasome-dependent manner. We observed that COP1, a dark-activated ubiquitin ligase, captures and degrades the inactive form of BZR1. In support of this, BZR1 is abundant in the *cop1-4* mutant. The removal of phosphorylated BZR1 in darkness increases the ratio of dephosphorylated to phosphorylated forms of BZR1, thus increasing the chance of active homodimers forming between dephosphorylated BZR1 proteins. Furthermore, a transcriptome analysis revealed the identity of genes that are likely to contribute to the differential growth of hypocotyls in light conditions. Transgenic misexpression of three genes under the *35S* promoter in light conditions resulted in elongated petioles and hypocotyls. Our results suggest that light conditions directly control BR signaling by modulating BZR1 stability, and consequently by establishing light-dependent patterns of hypocotyl growth in Arabidopsis.

## INTRODUCTION

The ability of plants to adapt their growth patterns to different light conditions underscores an important survival strategy in natural environments. When not exposed to optimal light, plants mobilize resources to grow and reach the light as part of a developmental process termed the shade avoidance syndrome (SAS) (Morelli and Ruberti, 2002; Franklin and Whitelam, 2005; Vandenbussche *et al.*, 2005). Arabidopsis seedlings exhibiting SAS have longer hypocotyls and smaller leaf blades than their light-grown counterparts. Growth-promoting plant hormones, including auxin and gibberellins, control SAS (Pierik *et al.*, 2004; Alabadi *et al.*, 2008; Feng *et al.*, 2008; de Lucas *et al.*, 2008; Tao *et al.*, 2008; Stavang *et al.*, 2009). Many genes are known to be involved in SAS (Carabelli *et al.*, 1996; Steindler *et al.*, 1999; Kozuka *et al.*, 2005; Bou-Torrent *et al.*, 2008; Sorin *et al.*, 2009; Leivar and Quail, 2011). Arabidopsis loss-of-function *phytochrome B* (*phyB*) mutants (Bae and Choi, 2008) and *PHYTOCHROME INTERACTING FACTOR* (*PIF*) overexpression lines constitutively display SAS in the light (Kim *et al.*, 2003), suggesting that these genes control the growth pattern under various light conditions.

Brassinosteroids (BRs) are growth-promoting plant steroid hormones, and thus mutants defective in BR biosynthesis or signaling display characteristic growth-deficiency phenotypes (Clouse *et al.*, 1996; Li *et al.*, 1996; Szekeres *et al.*, 1996; Choe *et al.*, 1998, 1999a,b, 2000). Interestingly, SAS phenotypes of *phyB* disappear when combined with mutations defective in BR biosynthesis (Luccioni *et al.*, 2002), suggesting that BRs are implicated in *phyB-*mediated hypocotyl growth. However, the mechanism by which light conditions control the degree of BR activity remains elusive. A current model depends on the interplay of the two transcription factors: PIF4 and BRASSINAZOLE RESISTANT 1 (BZR1) (Oh *et al.*, 2012). When seedlings elongate in darkness, PIF4 and BZR1 form a heterodimer that regulates the transcription of their target genes; *GERMIN-LIKE PROTEIN 1* (*GER1*) is repressed and *PACLOBUTRAZOL RESISTANCE* genes (*PRE5* and *PRE6*) are activated (Oh *et al.*, 2012). As PIF4 is a light-labile protein (Lorrain *et al.*, 2008), BZR1 stimulates growth more effectively in darkness. This model is also supported by the phenotype of the gain-of-function mutant, *bzr1-D*, which shows resistance to a BR biosynthetic inhibitor only in darkness (Wang *et al.*, 2002). It is likely that the deficiency of PIF4 in light conditions limits the growth-promoting effect of *bzr1-D*. As such, BRs seem to participate in the differential growth of hypocotyls in part through their interaction with PIF4. However, it is not known how the activity of BZR1 itself is differentially controlled in light and darkness.

BZR1 is a substrate of a glycogen synthase kinase 3β-like kinase, BR INSENSITIVE 2 (BIN2; Choe *et al.*, 2002; Li and Nam, 2002; Li *et al.*, 2001; Perez-Perez *et al.*, 2002). Upon phosphorylation, BZR1 is captured by 14*-*3*-*3 proteins and sequestered in the cytoplasm (Gampala *et al.*, 2007; Ryu *et al.*, 2007), or its DNA binding affinity is reduced as part of an inactivation mechanism (Vert and Chory, 2006). Thus, the ratio of dephosphorylated to phosphorylated BZR1 serves as an index to estimate the signaling status of the plant (Wang *et al.*, 2002). The phosphorylation status of BZR1 does not seem to change under different light conditions (He *et al.*, 2002; Wang *et al.*, 2002), however, and the hypocotyls of the quadruple mutant of *pif1-4* (*pifq*) still elongate in response to darkness (Shin *et al.*, 2009; Leivar and Quail, 2011), suggesting that a mechanism that directly regulates BZR1 activity exists and remains to be identified.

During our quest to discover the mechanisms that govern BZR1 activity, we found that the *gulliver2*/*phyB-77* mutant possesses a reduced level of phosphorylated BZR1 in light. Surprisingly, we found that when plants are transferred from light to darkness, the protein levels of BZR1, mostly the phosphorylated forms, are gradually degraded in a proteasome-dependent manner. *In vivo* pull-down analyses revealed that CONSTITUTIVE PHOTOMORPHOGENIC 1 (COP1), an E3 ligase, binds to phosphorylated forms of BZR1. In addition, transcriptome analyses of *phyB-77*, *bri1-5* and the *phyB-77 bri1-5* double mutant revealed the unique set of genes that is likely to be regulated by BZR1 under the direction of both BR and light signaling. We show that light and darkness directly control components of the BR signaling pathway to confer optimal growth patterns according to the specific light conditions.

## RESULTS AND DISCUSSION

### Upregulation of feedback downregulation signaling in the *phytochrome B*-77 mutant

To understand the molecular mechanisms underlying the interaction between BRs and light, we isolated *gulliver 2* (*gul2*) mutants by screening Arabidopsis mutant populations for elongated hypocotyls in the presence of both a BR biosynthetic inhibitor, brassinazole (Brz), and light. We isolated two alleles: *gul2-1* and *gul2-2*. The *gul2-1* mutant was in the Wassilewskija*-*2 (Ws*-*2) background and was mutagenized by ethyl methanesulfonate (EMS), whereas *gul2-2* was obtained from a T*-*DNA activation-tagged mutant population in the Columbia*-*0 (Col*-*0) ecotype (Kim *et al.*, 2014). Through the combined methods of map-based cloning and candidate gene sequencing, we revealed that both *gul2-1* and *gul2-2* mutants have defects in *PHYTOCHROME B* (*PhyB*), so they were renamed as *phyB-77* and *phyB-78*, respectively. The *phyB-77*/*gul2-1* mutant had a single base-pair substitution that changed Gln at the 438th residue to a premature stop codon. The untagged *phyB-78*/*gul2-2* allele had a deletion mutation at 582–613 bp from the start codon, which caused a frameshift mutation, eventually introducing a premature stop codon at amino acid 196.

To learn how BR signaling interacts with this *gul2/phyB*, we first examined the epistatic interaction between *phyB* and a weak *brassinosteroid insensitive 1* mutant *bri1-5* (Noguchi *et al.*, 1999). The phenotype of a double mutant of the strong allele *bri1-1* and *phyB-78* was indistinguishable from that of the *bri1-1* single mutant, whereas the weak allele *bri1-5* was dramatically suppressed by *phyB-77* mutation (Figure 1a,b), suggesting that BR signaling is essential for light-dependent growth. The elongated phenotype of the *phyB-77* single or *phyB-77 bri1-5* double mutant could stem from increased BR biosynthesis or signaling, or both. Therefore, we quantified endogenous BRs and noticed that the levels of the most bioactive BR, brassinolide (BL), were significantly lower in the *phyB-77 bri1-5* double mutant than in the *bri1-5* single mutant (Figure 1c). As a reduced level of BL is considered a consequence of increased BR signaling activity, mediated by BZR1 (Choe *et al.*, 2001; Wang *et al.*, 2002; Chung *et al.*, 2011, 2012; Kim *et al.*, 2013), the reduction in bioactive BR levels in *phyB-78* and *phyB-77 bri1-5* mutants implies that feedback downregulation signaling is activated by *phyB*. Consistently, the transcript levels of BR biosynthetic genes were low in *phyB-77* *bri1-5* mutant seedlings (Figure 1d). The transcript levels of *CONSTITUTIVE PHOTOMORPHOGENESIS AND DWARFISM* (*CPD*), *DWARF 4* (*DWF4*) and *CYP85A2* were high in *bri1-5*, but were suppressed in the double mutant, suggesting that feedback downregulation mechanisms are functional in the double mutant because of *phyB-77*.

**Figure 1:**
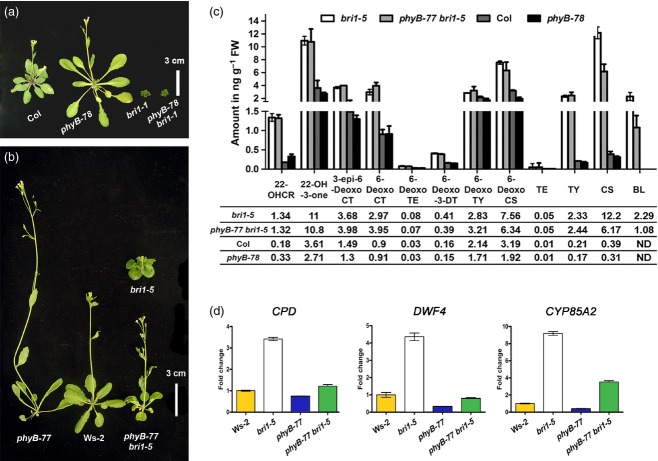
Activation of brassinosteroid (BR) signaling in a weak *bri1-5* allele by the *phyB* mutation. (a) A strong *bri1-1* allele is epistatic to *phyB-78*. (b) A weak *bri1-5* allele is suppressed by *phyB-77*. The dwarfism of *bri1-5* was suppressed by *phyB-77*; the double mutant and the wild type were similar in stature. The plants were grown for 6 weeks under long-day conditions (16*-*h light/8*-*h dark), with a photon fluence rate of 80 μmol m^−2^ s^−1^ at 22°C. (c) Differences in BR levels in 5*-*week-old wild type, *bri1-5*, *phyB-77* and *phyB-77 bri1-5* plants. Tissues were collected from aerial parts. Mean values of up to four biological replicates are shown, with standard errors. Abbreviations: 22-OHCR, 22*-*hydroxycampesterol; 22-OH-3-one, 22-hydroxy-5α-ergostan-3-one; 3-*epi*-6-DeoxoCT, 3-*epi*-6-deoxocathasterone; 6*-*DeoxoCT, 6-deoxocathasterone; 6*-*DeoxoTE, 6*-*deoxoteasterone; 6*-*Deoxo3DT, 3*-*dehydro-6-deoxoteasterone; 6*-*DeoxoTY, 6*-*deoxotyphasterol; 6*-*DeoxoCS, 6*-*deoxocastasterone; CT, cathasterone; TE, teasterone; TY, typhasterol; CS, castasterone; BL, brassinolide; ND, not detected. (d) qRT-PCR analysis of BR biosynthetic genes in Ws*-*2, *bri1-5*, *phyB-77* and *phyB-77 bri1-5* seedlings grown in red light for 5 days with a photon fluence rate of 30 μmol m^−2^ s^−1^ at 22°C. Error bars represent standard errors. Values were normalized to the expression of *UBQ10*.

To further examine the contribution of BZR1 in *phyB* signaling, we generated the *phyB-78* *35Spro:BZR1* line and determined the ratio of dephosphorylated BZR1 (dBZR1) to phosphorylated BZR1 (pBZR1; Figure 2a), a read-out of the BR signaling status (Wang *et al.*, 2002). The *phyB-78* *35Spro:BZR1* line exhibited a long hypocotyl phenotype relative to *35Spro:BZR1* transgenic seedlings (Figure 2a). Furthermore, the phosphorylated form of BZR1 was reduced in the *phyB-78* background (Figure 2b). Next, we examined the expression levels of genes known to be regulated by BZR1 in a light-dependent manner (Oh *et al.*, 2012): *GER1* was suppressed, and *PRE5* and *PRE6* were upregulated, in *phyB* mutants relative to the wild type (Figure 2c), suggesting that the elongated phenotype of *phyB* depends on the activation of BZR1 signaling.

**Figure 2:**
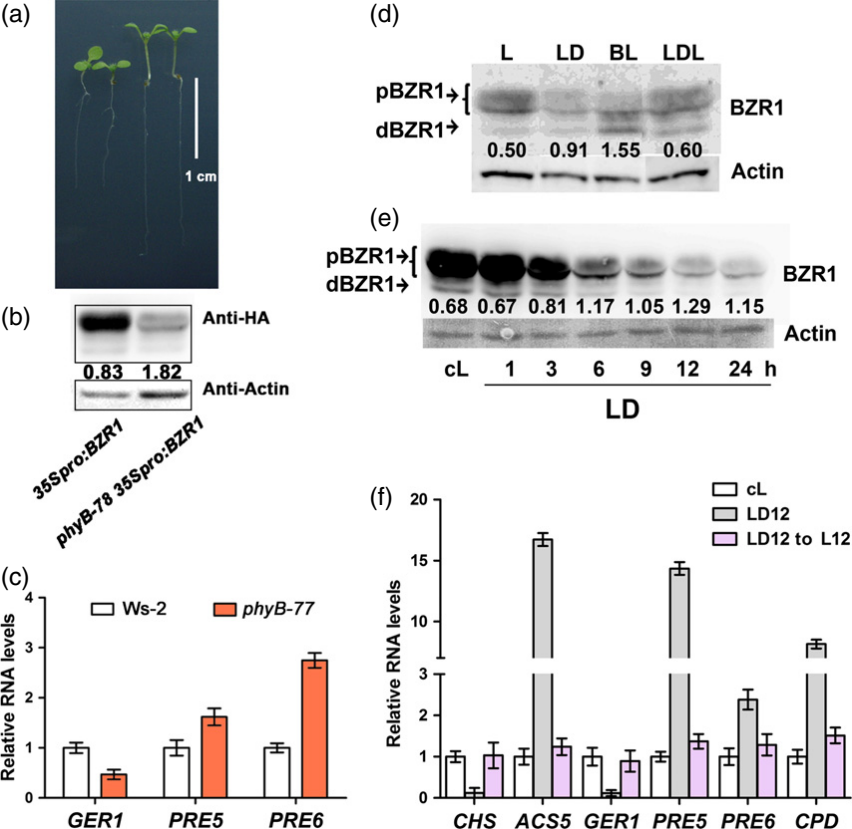
Brassinosteroid (BR) signal increases in the dark. (a) Phenotypes of 7*-*day-old *35Spro:BZR1-HA* and *phyB-78 35Spro:BZR1-HA* seedlings, and the corresponding (b) protein gel blot. The numbers indicate the ratio of dBZR1 to pBZR1. (c) qRT-PCR analysis of *GER1*, *PRE5* and *PRE6* in Ws*-*2 and *phyB-77* seedlings grown under red light for 5 days with a photon fluence rate of 80 μmol m^−2^ s^−1^ at 22°C. (d, e) Protein gel blots showing the abundance of the phosphorylated (pBZR1) and dephosphorylated (dBZR1) forms of BZR1 in different light conditions. (d) Seedlings (7 days old) expressing *BZR1pro:BZR1-HA* were subjected to various conditions: L, continuous light; LD, continuous light followed by transfer to dark for 6 h; BL, brassinolide treatment; LDL, transfer to darkness for 6 h and subsequently to light for 6 h with a photon fluence rate of 80 μmol m^−2^ s^−1^ at 22°C. (e) *35Spro:BZR1-HA* seedlings were grown in continuous light for 7 days with a photon fluence rate of 103 μmol m^−2^ s^−1^, and were transferred to darkness for 1–24 h, as indicated. In both panels, actin was used as an equal loading control and the numbers indicate the ratio of dBZR1 to pBZR1. (f) qRT-PCR analysis of the expression of *CHALCONE SYNTHASE* (*CHS*), *ACS5*, *GER1*, *PRE5*, *PRE6* and *CPD* in 10*-*day-old plants grown under continuous light (cL), light followed by darkness for 12 h (LD12) or light transferred to darkness for 12 h and back to light for 12 h (LD12 → L12). The photon fluence rate during light treatment was 103 μmol m^−2^ s^−1^. Error bars in (c) and (f) are standard deviations (*n* = 3).

### *phyB-77* activates BR signaling by reducing the abundance of BZR1 proteins

To identify the precise role of BZR1 in *phyB-77*, we sought to establish how light signaling modulates BR signaling pathways. As *phyB* mutants exhibits the same growth patterns as those of plants grown under shade, we performed the following experiments in total darkness or continuous white light (Figure 2d). After subjecting *BZR1pro:BZR1-HA* plants to various light conditions (L, light-grown control; LD, transferred to darkness for 6 h; LDL, transferred to darkness for 6 h and subsequently to light for 6 h), we found that most of the phosphorylated forms of BZR1 (pBZR1) disappeared in LD (Figure 2d), similar to the case under BL treatment (lane BL in Figure 2d), whereas the amount of protein in the dephosphorylated form (dBZR1) was similar for both LD and L (Figure 2d). The ratio of dBZR1 to pBZR1 increased upon both dark and BL treatment, indicating that BR signaling was activated by dark treatment. Conversely, when the dark-treated samples were returned to the light, pBZR1 became the dominant form (Figure 2d). Furthermore, a time-course analysis of a *35Spro:BZR1-HA* line confirmed the darkness-dependent removal of BZR1 (Figure 2e). BZR1 levels gradually decreased and the dBZR1/pBZR1 ratio increased from as early as 3 h after dark treatment (Figure 2e). In support of the effect of darkness on BZR1 activity, the expression of marker genes known to be activated by BZR1, such as of *ACC SYNTHASE 5* (*ACS5*), *PRE5*, *PRE6* and *CPD* (Oh *et al.*, 2012), was upregulated in the LD12 sample (light-grown seedlings transferred to darkness for 12 h before RNA isolation), and reverted to control levels upon return to light in the sample designated as ‘LD12 → L12’ (Figure 2f). In addition, genes known to be repressed by darkness were downregulated in LD (Figure 2f). This dark-specific removal of BZR1, preferentially the phosphorylated form, and the simultaneous regulation of known marker genes suggest that darkness activates BR signaling and hypocotyl growth by changing the abundance of BZR1.

### Regulation of BZR1 stability by COP1

The dramatic removal of BZR1 upon dark treatment led us to speculate that BZR1 degradation is associated with a 26S proteasome. When light-grown seedlings were treated with both darkness and MG132, a 26S proteasome inhibitor, BZR1 noticeably accumulated (Figure 3a), suggesting that the 26S proteasome is involved in the removal of BZR1. Therefore, we next sought to identify an E3 ligase that binds to BZR1. We tested COP1, because it is known to be active in darkness (Osterlund *et al.*, 2000; Seo *et al.*, 2004). Compared with the Col*-*0 wild type (Figure 3b, lane 2), the *cop1-4* mutant accumulated BZR1 even after dark treatment (lane 5), suggesting that COP1 is involved in regulating BZR1 stability. An interaction between COP1 and BZR1 was further assessed through *in vivo* co-immunoprecipitation (CoIP) analyses (Figure 3c). Seedlings of double transgenic lines, *35Spro:BZR1-HA 35Spro:COP1-GFP*, were grown under long-day conditions, transferred to darkness and incubated for two more days. The total proteins were prepared and immunoprecipitated using anti-GFP antibody. When the precipitated proteins were separated and immunoblotted with anti-HA antibody, BZR1-HA proteins were detected (Figure 3c). CoIP data indicate that COP1 interacted with BZR1, especially pBZR1 (Figure 3c). A possible interaction between COP1 and BZR1 was further assessed through yeast two-hybrid analysis (Figure 3d). Similar to a positive control that involved the binding of BIN2 to BZR1 (He *et al.*, 2002), COP1 bound to BZR1 (Figure 3d). Both CoIP and the yeast two-hybrid test suggest that BZR1 and COP1 bind together as part of biological signal processing mechanisms.

**Figure 3:**
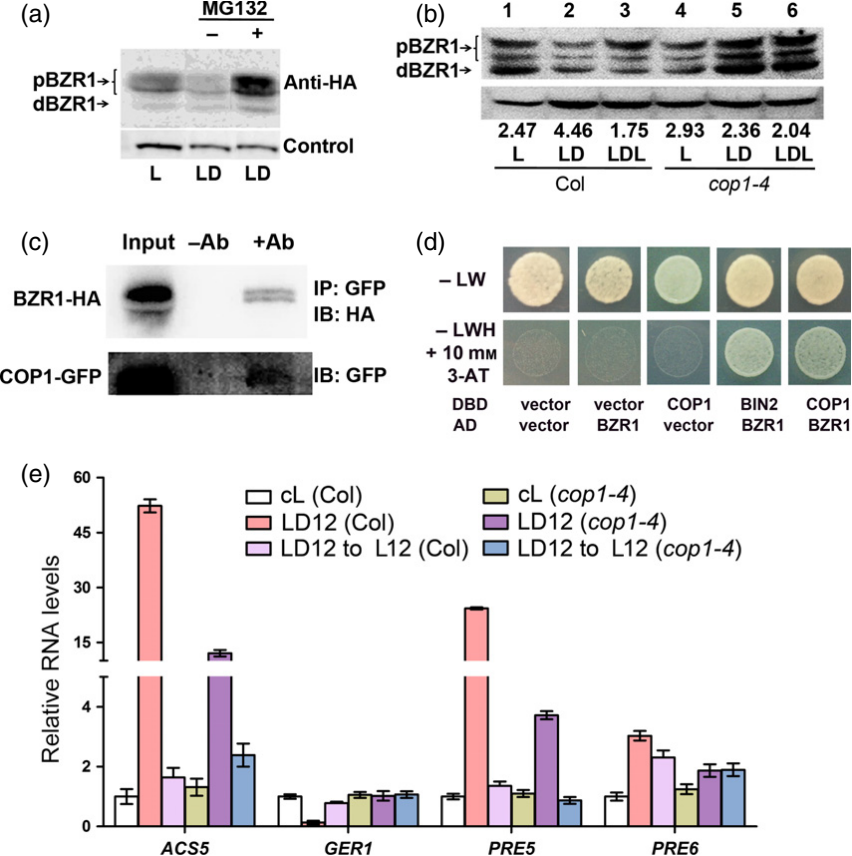
BZR1 stability is regulated by COP1 in a 26S proteasome-dependent manner. (a) Immunoblot analysis of BZR1 proteins. Seven-day-old light-grown seedlings expressing *BZR1pro:BZR1-HA* were treated or not with MG132 in the dark for 6 h. Actin was used as a loading control. (b) Immunoblot analysis results of the 10*-*day-old seedlings grown under continuous light and subsequently subjected to LD (light to dark for 12 h) or LDL (light to dark for 12 h and back to light for 12 h) growth conditions. The total protein extracted from 10-day-old seedlings was immunoblotted with anti-BZR1. Actin was used as a loading control. (c) Coimmunoprecipitation assay to test for the interaction between BZR1 and COP1 in *35Spro:BZR1-HA 35Spro:COP1-GFP* Arabidopsis seedlings. Seedlings were grown under long-day conditions (with a photon fluence rate of 103 μmol m^−2^ s^−1^), and then transferred to the dark for 2 days. Total proteins were first immunoprecipitated with anti-GFP, and were subsequently immunoblotted with anti-HA and anti-GFP. (d) Yeast two hybrid analysis. –LW indicates growth media lacking leucine (L) and tryptophan (W). DBD and AD are the vectors harboring the DNA binding domain and the DNA activation domain, respectively. Vector indicates the empty vector. (e) qRT-PCR analyses of *ACS5*, *GER1*, *PRE5* and *PRE6* in Col*-*0 and *cop1-4* treated with the same growth and light conditions as described in (b).

We then reasoned that the expression patterns of the marker genes would be affected in the *cop1-4* mutant background. We monitored the expression of various marker genes in both wild-type and *cop1-4* seedlings grown in three different conditions: continuous light (cL); continuous light-grown seedlings transferred to darkness for 12 h (LD12); and LD12 seedlings transferred back to the light for 12 h (LD12 → L12). Compared with the wild-type control, the induction of *ACS5*, *PRE5* and *PRE6* by darkness was greatly suppressed in *cop1-4* mutants (Figure 3e). However, the darkness-dependent induction of these genes was canceled in the LD12 → L12 samples of both wild-type and *cop1-4* backgrounds, suggesting that light-dependent repression regularly occurs in *cop1-4* (Figure 3e). In support of this, we found that BZR1 accumulated in a similarly treated LDL sample of *cop1-4* mutant seedlings (Figure 3b). An oppositely regulated gene, *GER1*, was also misregulated in *cop1-4* (Figure 3e). Our CoIP results, coupled with the findings that BZR1 accumulates in *cop1-4* seedlings and that gene expression patterns are altered in *cop1-4,* suggest that binding of COP1 to BZR1 mediates preoteasome-dependent degradation, and that the uncoupling of BZR1 degradation from darkness-triggered signaling caused misexpression of the BZR1-regulated marker genes.

### Identification of genes co-regulated by both light and BR signaling

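RNA abundance was measured with Affymetrix ATH1 arrays in seedlings of 4 genotypes, with 3 arrays labelled as biological replicates for each. The genotypes were the Ws-2 wild type, *phyB-77*, which carries a mutation in the photoreceptor gene *PHYB*, *bri1-5*, which carries a mutation in the BR receptor gene *BRI1*, and the double mutant *phyB-77 bri1-5*. According to the methods and the sample labels the seedlings grew for 7 days in continuous red light, whereas the legend of Figure 4 gives 5 days. The authors deposited log2 signals after robust multi-array averaging (RMA), and these values were used without a further normalization. The array medians lay between 5.87 and 5.99, and the correlation between arrays was 0.993 to 0.998 within a genotype and 0.969 to 0.988 between genotypes. All 12 arrays were fitted together with limma for 22746 probe sets, and a probe set is called higher or lower where its Benjamini-Hochberg adjusted p was under 0.01, with no fold criterion. Fold changes are given on the log2 scale, with a median standard error of 0.10 for the comparisons of a mutant with Ws-2. The p-values measure the spread between these 12 arrays only, since the text does not state whether the replicates were grown separately. Genes were assigned to 14016 probe sets from the platform annotation and to a further 1299 from the readable parts of Tables S1 to S6, and the other 7431 tested probe sets, with those for *PHYB* and *BRI1* among them, had no gene name and were not analysed by gene here. Of Table S1, 1690 probe sets could be read, and these are ordered by their adjusted p for *bri1-5*. A gene named only through these tables was therefore selected on the same samples, and a count of such genes is not independent evidence of a direction. The number of members named by the annotation is given for this reason beside each gene list. A listed gene counts as measured here only where a probe set could be given its name. Listed genes without a named probe set are missing from the counts. A gene unchanged in these samples had less chance of a name through the tables.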

To define the list of genes that are co-regulated by BRs and light, we performed a genome-wide transcriptome analysis using total RNAs prepared from the seedlings of four genotypes, i.e. Ws*-*2 wild type, *phyB-77*, *bri1-5* and *phyB-77 bri1-5* (Figure 4). We constructed a heat map based on 624 genes obtained after filtering with the criteria of *P* < 0.01 and fold change > 1.5 in the following three comparisons: *phyB-77* versus Ws*-*2; *bri1-5* versus Ws*-*2; and *phyB-77 bri1-5* versus Ws*-*2 (Figure 4a,b; Tables S1–S5). 

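Of 14 listed genes of ribosome biogenesis, 8 could be named and were measured. Of these, 3 were higher in *phyB-77* (median 0.29), 8 in *bri1-5* (1.04) and 6 in *phyB-77 bri1-5* (0.66), and none was lower. The counts were equal when adjusted over the list alone. The annotation names 3 of the 8 genes, and of these 1, 3 and 1 were higher. *NAP57* (*At3g57150*), which encodes the pseudouridine synthase of the nucleolus, was higher by 0.90 in *phyB-77*, 2.27 in *bri1-5* and 1.56 in *phyB-77 bri1-5* (standard error 0.09). *CYP96A15* (*At1g57750*), an enzyme of wax alkane oxidation, was lower in all 3 mutants, with log2 fold changes of -1.99, -3.35 and -2.91 (standard error 0.11).
Seed storage and maturation genes were abundant in the seedlings of both genotypes that carry the *phyB-77* mutation. Of 21 measured genes, 21 were higher in *phyB-77* with a median of 3.38, and 19 were higher in *phyB-77 bri1-5* with a median of 3.05 (21 and 20 higher when adjusted over the list alone). In *bri1-5*, 5 were higher and 5 lower (5 and 6 when adjusted over the list alone), with a median of -0.04. The shift of the list against all other probe sets had an adjusted p = 6.8e-46 in *phyB-77* and 2.5e-41 in *phyB-77 bri1-5* (camera), and 3.0e-04 in both with an estimated correlation. The annotation names 2 of these genes, *PDF1.1* (3.21 in *phyB-77*) and *LEA4-5* (2.69), and 14 of the others are named only through Table S2, which lists genes called in *phyB-77*. *SESA1*, a 2S albumin gene, was the member lower in *phyB-77 bri1-5* (-0.57), a call lost without *phyB-77 bri1-5* replicate 1 (-0.50).
A total of 774 probe sets were called in all 3 comparisons with Ws-2. Of these, 325 were higher and 299 lower in all 3 mutants, 146 had the sign patterns of the classes in Figure 4b, and 4 had other patterns. With the additional criterion of a fold change above 1.5 in each comparison, 289 remained. The 3 comparisons share the Ws-2 arrays. Simulated arrays without differences between genotypes gave at most 0 calls in a comparison with Ws-2 at the threshold used here. The same numbers of most significant probe sets were then taken from them whatever their p, and these shared 276 higher and 247 lower (529 in all). Such top ranks hold noise alone, so they do not estimate how many of the 774 come from the shared arrays. Independent lists would share 13.4 and 10.6 (97.1 in all). Part of the observed number may come from the shared arrays.

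**Figure D1:**
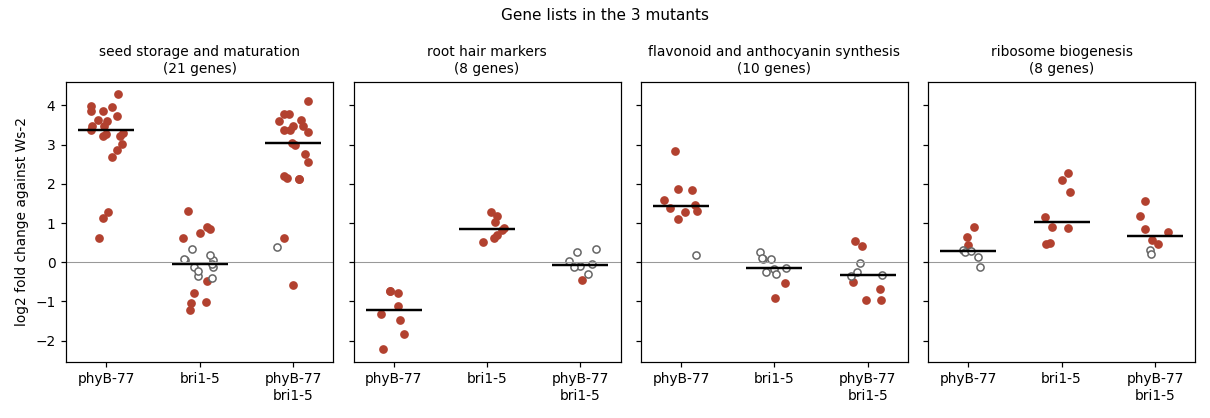
Log2 fold change against Ws-2 (vertical axis) of each measured gene of 4 lists in the 3 mutants, with filled dots for an adjusted p under 0.01, open dots for the others and bars for the median. The seed list has medians of 3.38 in phyB-77, -0.04 in bri1-5 and 3.05 in the double mutant.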

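The effect of one mutation was compared between the backgrounds that carry or lack the other. Of 10 measured flavonoid and anthocyanin genes, 9 were higher in *phyB-77* (median 1.43), whereas 2 were higher and 4 lower in *phyB-77 bri1-5* (median -0.33; 2 and 5 when adjusted over the list alone), and 2 were lower in *bri1-5* (*PAP1* and *PAL1*; the same 2 when adjusted over the list alone). For 9 of the 10 genes the effects of the mutations were not additive, as tested by the interaction of the genotypes. *F3H*, which encodes flavanone 3-hydroxylase, had log2 fold changes of 1.59 in *phyB-77* and -0.68 in *phyB-77 bri1-5* (interaction adjusted p = 4.1e-09), and *TT19*, needed for anthocyanin transport, had 1.85 and -0.97 (1.9e-09). The annotation names 2 of the 10 genes (*DFR* and *UF3GT*), which were higher in *phyB-77* by 1.27 and 1.39. Of 5 circadian clock genes, 3 were higher and 1 lower in *phyB-77*, 3 higher and 2 lower in *bri1-5*, and none higher and 1 lower in *phyB-77 bri1-5* (1 and 1 in *phyB-77 bri1-5* when adjusted over the list alone), 5 had an interaction, and the annotation names 1 of the 5 (*GI*). *LHY* was higher by 1.35 in *bri1-5* and had a log2 fold change of 0.30 in *phyB-77 bri1-5* (adjusted p = 0.036). *At4g15620*, a gene of a membrane protein family, had the largest interaction among the named genes: its log2 fold change was 4.41 in *bri1-5*, 0.21 in *phyB-77* (adjusted p = 0.23) and -0.01 in *phyB-77 bri1-5* (adjusted p = 0.97), with an interaction of -4.64 (standard error 0.17, adjusted p = 9.6e-12).
Over all probe sets, 4414 differed between *phyB-77 bri1-5* and *bri1-5* (1767 higher, 2647 lower) and 3628 between *phyB-77 bri1-5* and *phyB-77* (1465 higher, 2163 lower). An interaction was called for 3128 probe sets, 1097 positive and 2031 negative. Of the 3487 probe sets called in *phyB-77*, 1236 were called the same way for the *phyB-77* mutation in the *bri1-5* background, 380 the other way and 1871 were not called, and the interaction was called for 1447. Of the 4352 called in *bri1-5*, 1061 were called the same way for the *bri1-5* mutation in the *phyB-77* background, 262 the other way and 3029 were not called, and the interaction was called for 1852. These pairs of comparisons share no arrays. In opposite directions, independent lists would share 346 probe sets for the *phyB-77* mutation and 354 for the *bri1-5* mutation. The top ranks of simulated arrays shared 376 and 383. The interaction was called for all of the 380 and 262 observed, so these numbers do not tell how many opposite changes are false. For the *phyB-77* mutation, 700 probe sets were higher and 536 lower in both backgrounds, where independent lists would share 151 and 179, simulated arrays shared 171 and 195, and the covariance across probe sets was 0.0803 (0.0000 in the simulation). For the *bri1-5* mutation, 402 were higher and 659 lower, against 154 and 186 for independent lists, 175 and 207 in the simulation, and a covariance of 0.0377 (again 0.0000 in the simulation). The split by direction depends on the scaling of the arrays: centring each array on its median gave 2140 higher and 2185 lower for *phyB-77 bri1-5* against *bri1-5*, 1906 and 1629 for *phyB-77 bri1-5* against *phyB-77*, and 1659 positive and 1474 negative interactions, and quantile normalization gave 2011 and 2332, 1700 and 1754, and 1439 and 1610.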

We used these comparisons because they enabled us to identify epistatic interactions. According to the expression patterns summarized in Figure 4(b), *bri1-5* is epistatic to *phyB-77* for both ‘bd’ (i.e.genes upregulated in *phyB-77* but downregulated in the *bri1-5* single and *phyB-77 bri1-5* double mutant, relative to the wild type) and ‘bu’ (i.e. upregulated in the *bri1-5* single and *phyB-77 bri1-5* double mutant), and *phyB-77* is epistatic to *bri1-5* for both the ‘pu’ (i.e. upregulated in *phyB-77* and the double mutant) and ‘pd’ (i.e. downregulated in *phyB-77* and the double mutant, but upregulated in *bri1-5*) types. 

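Class bd held 41 probe sets, bu 21, pu 56 and pd 28 among those called in all 3 comparisons. Cell wall genes of class bd included *FLA13* (*At5g44130*), which encodes an arabinogalactan protein, at 0.94 in *phyB-77*, -2.31 in *bri1-5* and -0.73 in *phyB-77 bri1-5* (standard error 0.10), and *PRP2* (*At2g21140*), which encodes a proline-rich protein, at 0.67, -2.46 and -0.83 (standard error 0.09). In class bu, *At5g18600*, a glutaredoxin gene, had log2 fold changes of -2.01, 1.48 and 0.90 (standard error 0.11), and the class held *XTH13* beside *XTH12*. In class pu, *BGLU19* (*At3g21370*), a beta-glucosidase gene, had 2.12, -1.17 and 1.91 (standard error 0.14), and the 2S albumin gene *SESA3* (*At4g27160*) had 3.22, -1.03 and 2.19 (standard error 0.11). In class pd, *LOX2* (*At3g45140*), which encodes a lipoxygenase of jasmonate synthesis, had -1.67, 0.74 and -1.27 (standard error 0.10), and the protein kinase gene *CIPK20* (*At5g45820*) had -1.44, 1.31 and -1.06 (standard error 0.12).
Class pu held 4 members of the seed list (*SESA3*, *OLEO4*, *TIP3;2* and *PDF1.1*), which was higher as a whole in *phyB-77* and *phyB-77 bri1-5*, and 2 heat shock protein genes. Class bd held the seed gene *SESA1*, and class pd held *RHD2*, a marker of root hairs, whose call in *phyB-77 bri1-5* (-0.44) was lost without Ws-2 replicate 2 (-0.37) and without *phyB-77 bri1-5* replicate 2 (-0.39) or 3 (-0.44). Of the 26 genes labelled in Figure 4b that were measured, 17 were higher and 9 lower in *phyB-77*, 15 higher and 11 lower in *bri1-5*, and 19 higher and 4 lower in *phyB-77 bri1-5* (22 and 4 in *phyB-77 bri1-5* when adjusted over the list alone), 21 had an interaction, and the annotation names 10 of the 26. The paper chose these genes on the same samples, so that their counts are not independent evidence.
The interaction was called for 15, 10, 25 and 15 probe sets of bd, bu, pu and pd. Independent lists would give 13.4, 10.6, 11 and 13 probe sets with these patterns. The class sizes depend on single wild-type arrays: bd held 27, 24 and 21 probe sets without Ws-2 replicate 1, 2 and 3, bu 13 without Ws-2 replicate 1, and pu 36 and 31 without Ws-2 replicate 1 and 3. With a fold change above 1.5 in each comparison, bd, bu, pu and pd held 6, 7, 22 and 12 probe sets. From the expression patterns of Figure 4b the paper concludes that *bri1-5* is epistatic to *phyB-77* in bd and bu, and that *phyB-77* is epistatic to *bri1-5* in pu and pd. The classes rest on signs against Ws-2, which do not show that the double mutant matches a single mutant. In bd, *FLA13* and *PRP2* were lowered less in *phyB-77 bri1-5* than in *bri1-5*. How many class members match a single mutant was not counted.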

To validate the microarray data, we subjected the genes marked by arrowheads (Figure 4b) to quantitative RT-PCR analysis. 

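*At5g53870* had a log2 signal of 7.25 ± 0.15 in Ws-2, 8.72 ± 0.24 in *phyB-77*, 3.85 ± 0.45 in *bri1-5* and 6.10 ± 0.03 in *phyB-77 bri1-5* (SD over 3 arrays per genotype). Against Ws-2 its log2 fold change was 1.47 in *phyB-77* (adjusted p = 2.1e-06), -3.41 in *bri1-5* (6.3e-11) and -1.16 in *phyB-77 bri1-5* (3.8e-05), with a standard error of 0.17. The double mutant lay 2.25 above *bri1-5* (adjusted p = 7.4e-09) and 2.62 below *phyB-77* (log2 fold change -2.62, 2.1e-09), and the interaction of 0.79 was not called (adjusted p = 0.021). *At1g17810*, also named *TIP3;2* or *BETA-TIP* and a member of the seed list, had 6.39 ± 0.08, 9.41 ± 0.07, 5.17 ± 0.28 and 8.95 ± 0.12. Its log2 fold change against Ws-2 was 3.02 in *phyB-77* (adjusted p = 4.4e-13), -1.22 in *bri1-5* (3.3e-07) and 2.56 in *phyB-77 bri1-5* (5.7e-12), with a standard error of 0.12. The double mutant lay 3.78 above *bri1-5* (adjusted p = 2.6e-14) and differed from *phyB-77* by -0.46 (0.0068), and the interaction was 0.76 (0.0025). The seed gene *CRA1*, which encodes a cruciferin, was higher in the same genotypes, by 3.73 in *phyB-77* and 3.37 in *phyB-77 bri1-5*.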

The two genes, *At5g53870* and *At1g17810*, encode early nodulin-like protein 1 (ENODL1) and a major intrinsic protein family water channel protein, respectively, and were upregulated in *phyB-77* but were repressed in *bri1-5*. In contrast, *At3g30180* and *At5g57530* encode CYP85A2 (BR6ox2) and xyloglucan endotransglycosylase 12 (XTH12), respectively, and were found to be repressed in *phyB-77* but induced in *bri1-5* in both microarray and qRT-PCR analyses (Figure 4c). In addition, a Venn diagram analysis revealed 123 genes at the intersection of *phyB-77*, *bri1-5*, *phyB-77 bri1-5* and the genes defined as BR-regulated BZR1 targets (BRBTs; Figure 4d; Oh *et al.*, 2012). 

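*At3g30180*, whose product catalyses the last steps of BR synthesis, was higher in all 3 mutants, and *At5g57530*, a cell wall-modifying enzyme gene, was lower in *phyB-77* and higher in the other two. The log2 signal of *At3g30180* was 7.04 ± 0.06 in Ws-2, 7.89 ± 0.26 in *phyB-77*, 9.27 ± 0.23 in *bri1-5* and 8.40 ± 0.07 in *phyB-77 bri1-5* (SD over 3 arrays per genotype), with log2 fold changes of 0.85 (adjusted p = 4.7e-05), 2.23 (3.7e-10) and 1.35 (1.6e-07) and a standard error of 0.12. The *phyB-77* mutation lowered it in the *bri1-5* background by a log2 fold change of -0.88 (adjusted p = 3.1e-05), and the interaction was -1.73 (1.8e-06). *At5g57530* had 6.41 ± 0.07, 4.58 ± 0.27, 8.08 ± 0.14 and 7.28 ± 0.07, with log2 fold changes of -1.83 (adjusted p = 8.8e-10), 1.67 (6.7e-09) and 0.87 (2e-05). In the *bri1-5* background the *phyB-77* mutation gave -0.80 (adjusted p = 4.4e-05), and the interaction was 1.03 (0.00019).
Of 7 listed BR biosynthesis genes, 4 could be named and were measured. Of these, 1 was higher in *phyB-77*, 4 in *bri1-5* (median 0.99) and 3 in *phyB-77 bri1-5* (median 0.78), and none was lower. When adjusted over the list alone, 4 were higher in *phyB-77 bri1-5*. All 4 are named only through Table S1. Of 14 measured xyloglucan endotransglucosylase genes, 6 were higher and 3 lower in *phyB-77*, 6 higher and 4 lower in *bri1-5*, and 6 higher and 1 lower in *phyB-77 bri1-5*, with equal counts when adjusted over the list alone. *XTH15* was higher in all 3 mutants, and *XTH17* was lower in *bri1-5* (-1.52), with 0.27 in *phyB-77* (adjusted p = 0.061) and -0.22 in *phyB-77 bri1-5* (0.14). The list shifted upwards in *phyB-77 bri1-5* (camera adjusted p = 9.1e-04), which was lost with an estimated correlation (adjusted p = 0.027), and no shift was called in *phyB-77* (0.3) or *bri1-5* (0.42). The annotation names 5 of the 14 genes, of which 1 was higher and 4 were not called in *phyB-77 bri1-5*.

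**Figure D2:**
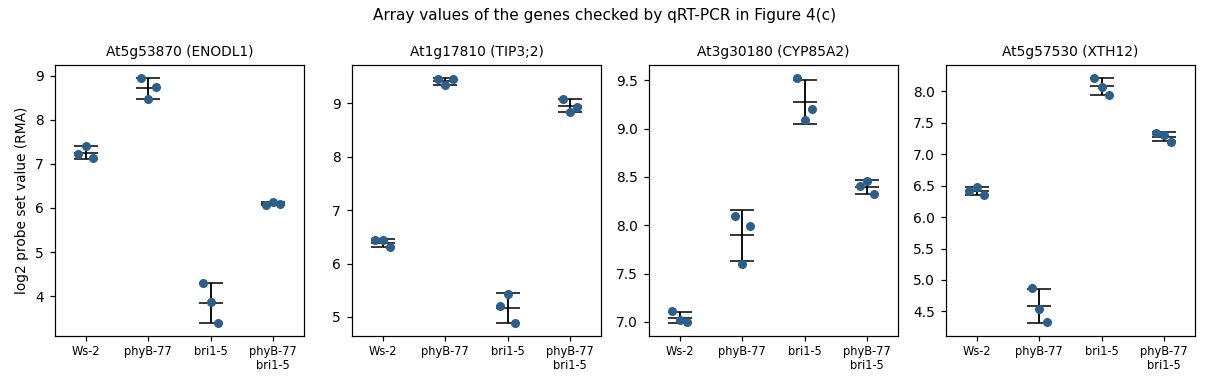
Log2 signal (vertical axis) of At5g53870, At1g17810, At3g30180 and At5g57530 on each of the 3 arrays per genotype (dots), with the mean and SD. At3g30180 lay between 7.60 and 8.09 in phyB-77 and between 7.00 and 7.11 in Ws-2.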

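Of 14 listed shade avoidance genes, 8 could be named and were measured. Of these, 8 were higher in *bri1-5* (median 1.28), 5 in *phyB-77 bri1-5* (1.25) and 4 in *phyB-77* (0.24), where 1 was lower. The counts were equal when adjusted over the list alone. *XTH15*, a cell wall enzyme gene, was higher in *phyB-77* (1.84), *bri1-5* (1.62) and *phyB-77 bri1-5* (2.26), and *PAR1*, a regulator of shade growth, was higher in *bri1-5* (1.22) and *phyB-77 bri1-5* (1.29). *IAA29*, the only member named by the annotation, was lower in *phyB-77* (-1.01), higher in *bri1-5* (1.38) and not called in *phyB-77 bri1-5* (0.05, adjusted p = 0.86).
In the 3 comparisons with Ws-2, 7428 probe sets were called in at least 1. Of these, 1293 were called in *phyB-77* alone, 2227 in *bri1-5* alone and 960 in *phyB-77 bri1-5* alone, 597 in *phyB-77* and *bri1-5*, 823 in *phyB-77* and *phyB-77 bri1-5*, and 754 in *bri1-5* and *phyB-77 bri1-5*. Between *phyB-77* and *bri1-5*, 575 probe sets were higher and 374 lower in both, and 422 changed in opposite directions. Independent lists would share 205 higher and 133 lower and 330 in opposite directions, and simulated unchanged arrays with the shared Ws-2 arrays gave 700, 518 and 29.6. Between *phyB-77* and *phyB-77 bri1-5*, 811 were higher and 649 lower in both and 137 opposite, against 127, 123 and 257 for independent lists and 500, 494 and 20.6 in the simulation. Between *bri1-5* and *phyB-77 bri1-5*, 596 were higher and 794 lower in both and 138 opposite, against 157, 157 and 320 for independent lists and 582, 583 and 29.1 in the simulation. The covariance of the log2 fold changes was 0.0241, 0.1045 and 0.0618 for the 3 pairs, where the shared arrays alone gave 0.0060, 0.0060 and 0.0061. The 3 Ws-2 arrays cannot be divided into separate controls, so part of each overlap may come from them. The simulated overlaps are those of top ranks of noise, with 0 calls at the threshold used here, and do not estimate how large this part is. The published BRBT list was not used here, and its intersection with these genes was not analysed here.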

We postulate that the growth pattern regulated by light and BRs depends on complex interactions between these genes (Table S6).

**Figure 4:**
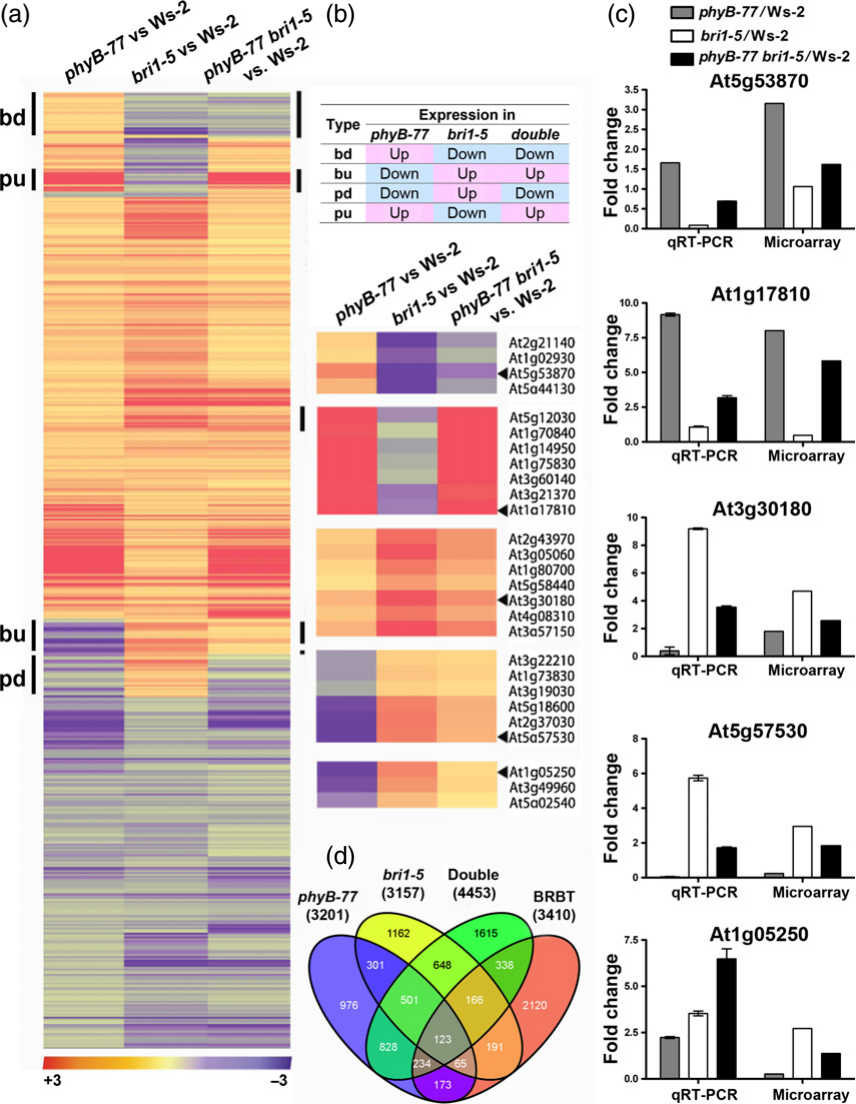
Identification of genes regulated by both light and brassinosteroids (BRs). (a, b) Heat maps of the 624 hierarchically clustered genes for which expression levels changed by more than 1.5-fold in *phyB-77*, *bri1-5* and *phyB-77 bri1-5*, relative to the Ws*-*2 wild type. Seedlings were grown in red light for 5 days with a photon fluence rate of 30 μmol m^−2^ s^−1^ at 22°C. Genes labeled as ‘bd’ at the left of the heat map were upregulated in *phyB-77* but downregulated in the *bri1-5* single and *phyB-77 bri1-5* double mutant, relative to the wild type. Genes downregulated in *phyB-77*, but upregulated in the *bri1-5* single and *phyB-77 bri1-5* double mutant were labeled ‘bu’. Genes designated as ‘pu’ were upregulated in *phyB-77* and the double mutant, but downregulated in *bri1-5*, and those named ‘pd’ were downregulated in *phyB-77* and the double mutant, but upregulated in *bri1-5*. (b) Definition of the gene clusters, and magnified view of the groups marked with vertical bars. (c) Validation of the microarray data using qRT-PCR. Error bars are the standard deviations (*n *= 3). (d) Venn diagram of the co-regulated genes in *phyB-77*, *bri1-5* and *phyB-77 bri1-5*, relative to Ws*-*2, and the set of genes defined as BZR1 binding target (BRBT) genes (Oh *et al.*, 2012).

### Functional validation of the identified genes

To understand the effects of these genes on growth, the *35Spro:At5g53870-HA* construct was introduced into the *bri1-5* mutant background (Figure 5a,b). We found that the dwarf phenotype of *bri1-5* was suppressed, such that petioles elongated and leaves expanded (Figure 5a). The expression of *At5g53870* was confirmed by protein gel blot analysis (Figure 5b). Furthermore, we expressed two *PEROXIDASE*s (*PRX2* and *PRX73*) that were downregulated in *phyB-77* but were upregulated in *bri1-5* in the antisense orientation; both *PRX2* RNAi and *PRX73* RNAi transgenic plants exhibited elongated hypocotyls (Figure 5c,d), and the expression of the target genes was greatly reduced (Figure 5e).

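Both peroxidase genes were lower in *phyB-77* and higher in *bri1-5*. *PRX73* (*At5g67400*) had a log2 signal of 8.16 ± 0.03 in Ws-2, 6.27 ± 0.03 in *phyB-77*, 9.82 ± 0.10 in *bri1-5* and 8.35 ± 0.07 in *phyB-77 bri1-5* (SD over 3 arrays per genotype), with log2 fold changes of -1.88 (adjusted p = 5.4e-12), 1.66 (1.4e-10) and 0.19 (0.13) and a standard error of 0.09. *PRX2* (*At1g05250*), whose probe set also matches other genes, had 7.58 ± 0.02, 5.54 ± 0.32, 8.99 ± 0.16 and 8.08 ± 0.18, with a log2 fold change of -2.05 in *phyB-77* (adjusted p = 1.2e-09), an adjusted p = 3.6e-07 in *bri1-5*, and a log2 fold change of 0.49 in *phyB-77 bri1-5* (0.012), each with a standard error of 0.13. The call of *PRX2* in *phyB-77 bri1-5* depends on the setting: it was made at 0.49 when only the arrays of *phyB-77 bri1-5* and Ws-2 were fitted, with a variance trend, with the replicate block, with quantile normalization and without the dimmest probe sets, at 0.50 with each array centred on its median and at 0.48 with array weights. It was also made at 0.49 without *bri1-5* replicate 2 or 3 and without *phyB-77* replicate 1 or 3.
Class III peroxidase genes moved in both directions in the single mutants. Of 23 measured genes, 7 were higher and 8 lower in *phyB-77*, 7 higher and 10 lower in *bri1-5*, and 0 higher and 3 lower in *phyB-77 bri1-5* (7 and 9, 7 and 13, and 0 and 3 when adjusted over the list alone). Against all other probe sets the list had no called shift in *phyB-77* (camera adjusted p = 0.1), *bri1-5* (0.081) or *phyB-77 bri1-5* (0.42). A downward balance was called by fry, which makes no comparison with other genes, in *phyB-77* (adjusted p = 2.5e-06), *bri1-5* (3.2e-04) and *phyB-77 bri1-5* (4.9e-04). The annotation names 17 of the 23 genes. Of the 17, 6 were higher and 4 lower in *phyB-77* (median -0.01), 4 and 7 in *bri1-5* (-0.33), and 0 and 1 in *phyB-77 bri1-5* (-0.15). *PER44* was lower in *phyB-77* (-1.50) and higher in *bri1-5* (1.08), and *PER71* was lower in *bri1-5* (-2.02) and *phyB-77 bri1-5* (-1.67). Markers of root hairs moved as *PRX2* and *PRX73* did. Of 11 listed root hair genes, 8 could be named and were measured, and the annotation names 2 of these 8. Of the 8, 8 were lower in *phyB-77* (median -1.21), 8 higher in *bri1-5* (0.85), and 1 lower in *phyB-77 bri1-5* (-0.08). The counts were equal when adjusted over the list alone. Other root markers were lower in *phyB-77* as well: *IRT1* with a log2 fold change of -0.82 (adjusted p = 1.7e-04), *CASP1* with -0.56 (1.7e-04) and *PER64* with -0.42 (0.0045). The call of *PER64* was lost without any 1 of the Ws-2 arrays and without *phyB-77* replicate 2 or 3. *PYK10* was not called (0.06, adjusted p = 0.71). In *bri1-5*, *IRT1* was higher (0.96) and *CASP1* (-0.90) and *PER64* (-0.74) were lower. *IRT1* thus moved as the root hair markers did in the single mutants, and whether it marks cells other than root hairs was not examined here. *PRP3*, a structural protein gene of root hairs, had log2 fold changes of -2.21 in *phyB-77*, 1.02 in *bri1-5* and 0.34 in *phyB-77 bri1-5* (adjusted p = 0.025).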

**Figure 5:**
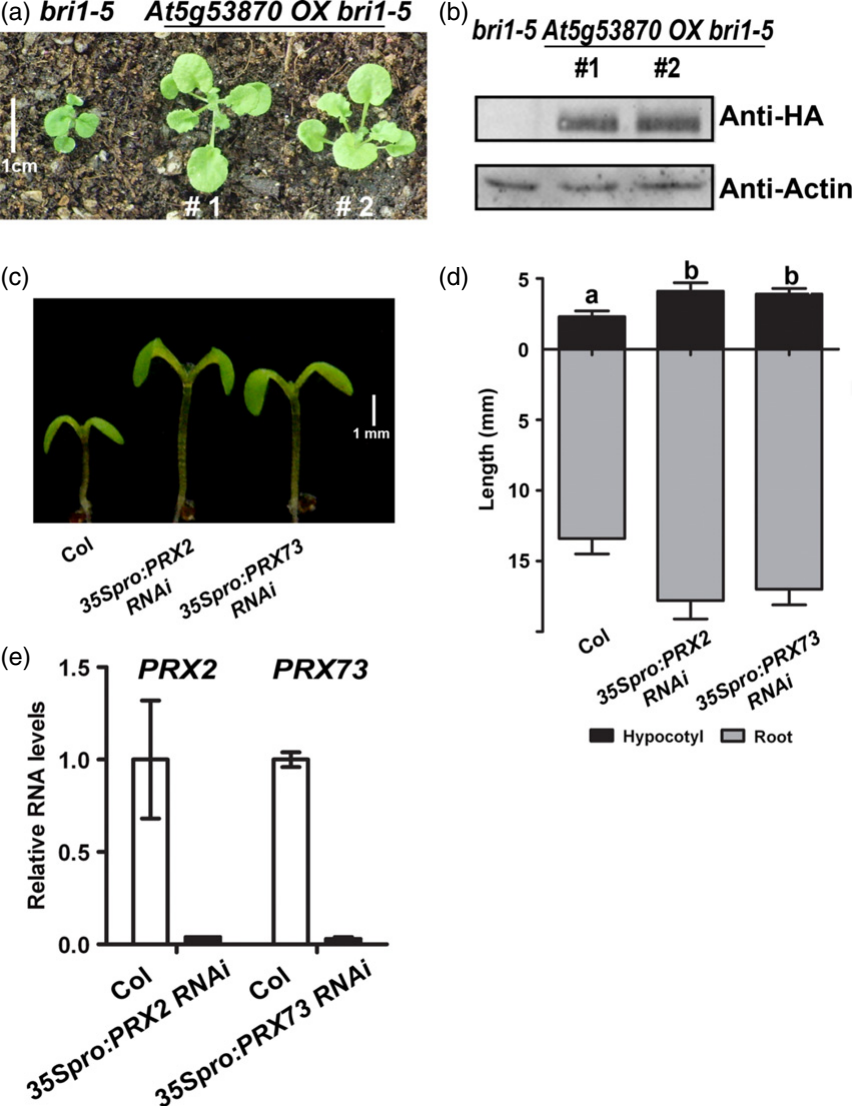
Knock-in of ENODL1 (At5g53870) and knock-down of peroxidases stimulates growth. (a, b) Phenotypes and protein levels of *bri1-5* plants and two transgenic lines overexpressing At5g53870 in the *bri1-5* background. (a) Comparison of 4*-*week-old plants exhibiting the partial suppression of *bri1-5*. (b) Immunoblot analysis showing At5g53870 expression in transgenic lines, compared with the *bri105* control. Proteins were extracted from the aerial tissues of adult plants. (c) *35Spro:PRX2 RNAi* and *35Spro:PRX73 RNAi* seedlings display elongated hypocotyls. (d) Measurement of hypocotyl and root lengths. Seedlings were grown on MS medium for 7 days under long-day conditions (16-h light/8*-*h dark, with a photon fluence rate of 80 μmol m^−2^ s^−1^ at 22°C. Error bars are standard deviations (*n* = 20; *P *< 0.001). Different lowercase letters above each bar indicate statistically significant differences. (e) Relative RNA levels of nascent *PRX2* and *PRX73* in wild-type and transgenic lines expressing *PRX RNAi*. Error bars are standard deviations (*n* = 3; *P *< 0.001).

### Formation of dimers between phosphorylated and dephosphorylated forms of BZR1

Next, we sought to explain the darkness-dependent degradation of pBZR in terms of BR signaling. We hypothesized that BZR1 proteins with different levels of phosphorylation may bind with each other as part of a regulatory mechanism. To demonstrate binding between BZR1 proteins, we transiently expressed the epitope-tagged BZR1 constructs in protoplasts and carried out a CoIP analysis (Figure 6a,b). In our transient expression system, *35Spro:BZR1-HA* and *35Spro:BZR1-cMyc* constructs produced phosphorylated forms of BZR1 (Figure 6a, lane 1). The *35Spro:mBZR1-HA* and *35Spro:mBZR1-cMyc* constructs were previously reported to have mutations of S130A and S130A/S134A, respectively, in BZR1 that reduced the levels of phosphorylation (Ryu *et al.*, 2007). We were able to clearly discern the proteins derived from these constructs as phosphorylated (shifted toward the top of the gel; Figure 6a, lanes 1 and 4) or dephosphorylated (Figure 6b, lanes 1 and 4) forms.

**Figure 6:**
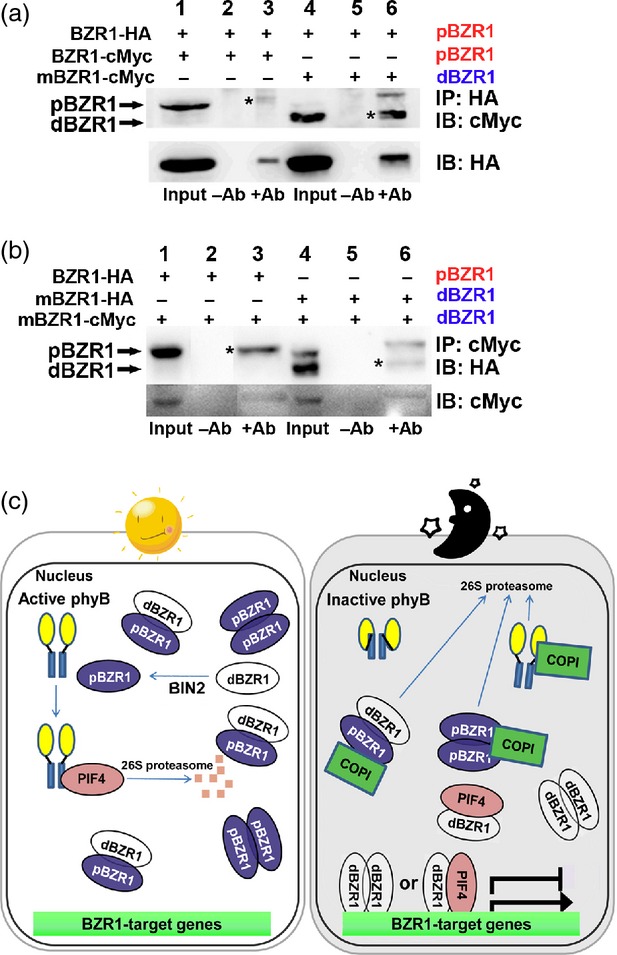
Different forms of BZR1 bind with each other as part of a regulatory mechanism. (a, b) Coimmunoprecipitation analysis showing the interaction between pBZR1 and dBZR1. Three-week-old Arabidopsis plants were used to isolate mesophyll-derived protoplasts that were transfected with *35Spro:BZR1-HA* and *35Spro:BZR1-cMyc* variants. Plants were grown under long-day conditions (16-h light/8-h dark, with a photon fluence rate of 80 μmol m^−2^ s^−1^ at 22°C. Protein was immunoprecipited with anti-HA (a) or anti-cMyc (b) antibody. mBZR1-HA and mBZR1-cMyc indicate BZR1^S130A^-HA and BZR1^S130A/134A^-cMyc, respectively. Protein bands with asterisks are compared for intensity. (c) Working model of the interaction between light and the brassinosteroid signaling pathways.

Lane 3 in Figure 6a shows the pBZR1-cMyc protein derived from a complex of pBZR1-cMyc and pBZR1-HA, and lane 6 indicates dBZR1-cMyc derived from the pBZR1-HA and dBZR1-cMyc complex (asterisk). This CoIP result suggests that BZR1 proteins with different levels of phosphorylation can form dimers with each other. To avoid a possible bias derived from the epitopes, and to determine the affinity of dBZR1 for dBZR1, we repeated the pull-down assay (Figure 6b). The pBZR1-HA derived from the pBZR-HA and dBZR1-cMyc complex (lane 3), and the dBZR-HA proteins from the dBZR-HA and dBZR1-cMyc complex (lane 6), were clearly detected. Interestingly, it seemed that pBZR-HA and dBZR1-cMyc (lane 3) had a greater affinity for each other than did dBZR-HA and dBZR1-cMyc (lane 6). The results of our pull-down assays suggest that BZR1 proteins can form dimers, and that pBZR1-pBZR1, pBZR1-dBZR1 and dBZR1-dBZR1 pairings are possible.

In conclusion, we propose a model that explains the roles of BZR1 in light and dark conditions. In the light (Figure 6c, left panel), the majority of BZR1 is phosphorylated by BIN2 and remains inactive in the cytoplasm (Ryu *et al.*, 2007). Our results show that pBZR1 can trap dBZR1 to form a dimer between pBZR1 and dBZR1. In addition, PIF4 is labile in the light and less likely to form an active heterodimer with dBZR1. Because COP1 is not active in the nucleus in the light, the pools of pBZR1 and dBZR1 are maintained; however, in darkness (Figure 6c, right panel), COP1 becomes active and preferentially targets BZR1 for degradation, because pBZR1 is the major form present. The dBZR1 proteins, being freed from the complex of pBZR1 and dBZR1, can now form dimers with either dBZR1 or PIF4 to actively control downstream genes. It was previously shown that PIF4 can form a dimer with BZR1 and that the dimer controls the target genes that are regulated by both light and BRs (Oh *et al.*, 2012).

In addition, GA is known to modulate BR signaling through controlling the stability of DELLA proteins (Bai *et al.*, 2012). In darkness, the endogenous GA level goes up (Bae and Choi, 2008), resulting in the clearance of DELLA proteins (Itoh *et al.*, 2003; Wang and Deng, 2011). Signaled by this increased GA level, both BZR1 and PIF proteins are released from DELLA, which enables these two proteins to form an active heterodimer and regulate the genes involved in hypocotyl growth (Feng *et al.*, 2008; de Lucas *et al.*, 2008; Bai *et al.*, 2012; Jaillais and Vert, 2012). Our results fit well with this model. COP1-mediated degradation of pBZR1 should increase the possibility of dBZR1 to meet either dBZR1 or PIF4. The concerted action of GA and BR signals explains the mechanisms of hypocotyl growth under different light conditions. It is expected that future studies will reveal whether DELLA preferentially binds to pBZR1, and whether this binding affects the stability of pBZR1 protein in light.

We thus revealed a mechanism by which Arabidopsis seedlings can grow faster in darkness without a simultaneous increase in the level of bioactive BRs. Light conditions regulate the stability of BZR1 via COP1 E3 ligase to control the formation of active dimers of dBZR1-dBZR1 or dBZR1-PIF4.

## EXPERIMENTAL PROCEDURES

### Plant materials and growth conditions

Arabidopsis seeds were surface sterilized and plated on agar-solidified MS media. After stratification at 4°C for 3 days, seedlings were grown under long-day (16*-*h light/8*-*h dark), continuous red light or continuous white light conditions at 22°C.

To introduce *35Spro:ENODL1* (*At5g53870*) into *bri1-5*, and *35pro:COP1-GFP*, *35Spro:BZR1-HA* and *35Spro:PRX RNAi* constructs into wild-type plants, coding sequences of each gene were cloned into pENTR/SD/D_TOPO (Invitrogen, now Life Technologies, http://www.lifetechnologies.com), and then combined with the destination vector pEarley101, pMDC83 and pB7GWIWGII in frame with epitopes, respectively. The constructs were transformed into Arabidopsis using conventional techniques.

### Quantitative analysis of endogenous BRs and sterols by gas chromatography–mass spectrometry (GC-MS)

To determine the endogenous levels of both sterols and BRs, the aerial parts of 5*-*week-old Arabidopsis plants were harvested to yield approximately 30 g of fresh tissues, and then lyophilized at –80°C. The tissues were extracted twice with 300 ml of methanol. Deuterium-labeled internal standards were added to the extracts. Purification and quantification of sterols and BRs were performed according to a method described previously (Fujioka *et al.*, 2002).

### Coimmunoprecipitation

Previously, it was shown that site-directed substitution of Ser130 alone, or of both Ser130 and Ser134, with Ala in BZR1, designated as mBZR1-HA^S130A^ and mBZR1-cMyc^S130,134A^, respectively, exhibited lower levels of phosphorylation than a wild-type form (Ryu *et al.*, 2007). These mutated versions were used to represent dephosphorylated forms. The plasmid DNA constructs were transfected into leaf mesophyll-derived protoplasts that were freshly isolated from 3–week-old wild-type plants as previously described (Hwang and Sheen, 2001). Briefly, approximately 2 × 10^5^ protoplasts were transfected with 30 μg BZR1 and mBZR1 plasmid DNA. Transfected protoplasts were incubated for 6 h at room temperature and homogenized in immunoprecipitation buffer containing 50 mm Tris–HCl (pH 7.5), 100 mm NaCl, 2 mm DTT, 0.1% Triton X*-*100, and full strength (1X) protease inhibitor cocktail (GenDEPOT, http://www.gendepot.com). The supernatant was incubated for 3 h at 4°C with agarose-conjugated anti-HA (Roche, http://www.roche.com) and then washed three times with dH_2_O. Then, 30 μl of denaturated proteins was subjected to SDS-PAGE on a 10% gel. After transfer to polyvinylidene difluoride membranes, the blot was detected with anti-cMyc (Cell Signaling Technology, http://www.cellsignal.com) or anti-HA (Roche) diluted at 1/2000. The immunoblot was washed with phosphate-buffered saline buffer and incubated with the corresponding anti-horseradish peroxidase (HRP) antibodies for visualization of the protein bands (GenDEPOT).

### Yeast two-hybrid assays

Full-length coding sequences of BZR1, BIN2 and COP1 were cloned into the low-copy yeast expression vectors pDEST22 (Gal4 AD) and pDEST32 (Gal4 BD). To test protein interactions, the corresponding plasmids were co-transformed into the yeast MaV203 strain. Successfully transformed colonies were identified on yeast synthetic drop-out media that lacked Leu and Trp (Clontech, http://www.clontech.com). At 3 days after transformation, yeast colonies were grown in selective –Leu, –Trp liquid media for 24 h, and the cell density was adjusted to OD_600_ = 0.1. An ∼10*-*μl volume of cell suspension was pipetted onto yeast synthetic drop-out media lacking His, Leu and Trp, and supplemented with 10 mM 3*-*amino-1,2,4-triazole (3*-*AT; Sigma-Aldrich, http://www.sigmaaldrich.com). Plates were incubated at 28°C for 2–4 days. The empty vectors pDEST22 and pDEST32 were co-transformed as negative controls.

### Protein extraction and immunoblot analysis

Total proteins were extracted from the tissues of 7*-*day-old seedlings grown on agar-solidified media using protein extraction buffer [50 mm Tris–Cl (pH 7.5), 100 mm NaCl, 10 mm MgCl_2_, 1 mm EDTA, 10% glycerol, 1 mm DTT, 1 mm phenylmethylsulfonyl fluoride and 1X protease inhibitor cocktail (GenDEPOT)]. Proteins were equally loaded on an 8 or 10% SDS–polyacrylamide gel and transferred to a polyvinylidene difluoride membrane. The antibodies used (at 1:3000) were anti-actin (MP Biomedicals, http://www.mpbio.com) and anti-BZR1 (generated in our lab). Following three washings with Tris-buffered saline Tween-20 (TBST) buffer, membranes were incubated with HRP-linked secondary antibodies (GenDEPOT). The membranes were then washed again with TBST, and antibodies were visualized with a chemiluminescence method (Amersham Bioscience, now GE Healthcare, http://www.gelifesciences.com). Protein gel blot analyses were performed multiple times, and the data shown are representative blots.

### Microarray and quantitative RT-PCR analysis

Microarray experiments were performed using an Affymetrix ATH1 GeneChip system. Seedlings of four genotypes, Ws*-*2 wild type, *bri1-5*, *phyB-77* and *bri1-5 phyB-77*, were grown for 7 days on 1X MS agar-solidified media under continuous red light. Biological samples were analyzed in triplicate and on three chips per genotype. The microarray analysis generated 12 different CEL files. All data generated during this experiment were submitted to the Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/projects/geo/) under accession number GSE46456. Statistical analyses of the data were performed according to methods described previously (Chung *et al.*, 2011).

For validation of the microarray data, 7*-*day-old light-grown seedlings were ground to a fine powder in liquid nitrogen. Total RNA was prepared using Trizol (Sigma-Aldrich). Two micrograms of total RNA was reverse-transcribed (Fermentas, now Thermo Scientific, http://www.thermoscientificbio.com/fermentas), and equal quantities of reverse-transcribed products were used for the PCR reactions. Each template RNA was normalized using the *UBQ10* (*AT4G05320*) or *TUB2* (*AT5G62690*) genes as loading controls. Quantitative RT-PCR was performed in 96*-*well plates (Applied Biosystems, http://www.appliedbiosystems.com) using a commercial qPCR kit (KapaBiosystems, http://www.kapabiosystems.com) in a volume of 20 μl. The reactions were performed in triplicate. Samples were quantified by generating standard curves using the results obtained with serially diluted control DNA. The relative mRNA levels represent fold change over the control. Each cDNA was normalized using *UBQ10* or *TUB2*. The oligonucleotide sequences used in the qRT-PCR are listed in Table S7.

## SUPPORTING INFORMATION

Table S1 Complete data of the microarray analysis using the RNAs prepared from Ws–2 wild type, *phyB-77*, *bri1-5* and *phyB-77 bri1-5* seedlings grown for 7 days under continuous red light.

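In *phyB-77*, *ELIP2* (*At4g14690*), which encodes an early light-induced protein, was higher by 4.84 (standard error 0.11), and the protochlorophyllide reductase gene *PORA* (*At5g54190*) by 4.60 (standard error 0.10). Of 11 measured heat shock genes, 10 were higher in *phyB-77* (11 when adjusted over the list alone; median 1.81) and 10 in *phyB-77 bri1-5* (median 1.52), and 2 were lower in *bri1-5* (*HSP17.6A* and *HSP17.4*). *HSP17.4* (-0.49 in *bri1-5*) lost this call without Ws-2 replicate 1 (-0.36) or 2 (-0.51) and without *bri1-5* replicate 1 (-0.40). *HSP17.6A* had log2 fold changes of 4.08, -0.98 and 4.28 in *phyB-77*, *bri1-5* and *phyB-77 bri1-5*. The seed protein gene *EM1* was higher in *phyB-77* (3.95) and *phyB-77 bri1-5* (3.78), as the heat shock genes were. The annotation names 3 of the 11 heat shock genes, which were higher in *phyB-77* and *phyB-77 bri1-5*.
Of 9 measured gibberellin genes, 7 were higher in *phyB-77* (median 0.43), and in *bri1-5* none was higher and 4 were lower (1 and 4 when adjusted over the list alone). In *phyB-77*, *GA3OX1*, which makes active gibberellin, was higher by 1.57, and *GA2OX1* and *GA2OX2*, which inactivate gibberellin, by 0.99 and 1.04, and *RGL1*, a DELLA repressor gene, was lower in *bri1-5* (-0.98). In *phyB-77 bri1-5* 2 of the 9 were higher and 2 lower, and the annotation names 3. Of these 3, 1 was higher and 2 were not called in *phyB-77*, and 2 were lower and 1 was not called in *bri1-5*. Of 5 nuclear photosynthesis genes, 4 were lower in *phyB-77* (*LHCB6*, *LHCA3*, *LHCB4.1* and *LHCB4.2*) and 1 was higher (*LHCB4.3*, 0.71), with 0 called in *bri1-5* and 1 higher in *phyB-77 bri1-5*, and the annotation names 3 of the 5. *LHCB4.1* (-0.53) was not called in *phyB-77* with quantile normalization (-0.37). Of 3 chlorophyll synthesis genes, *PORA* and *PORB* (0.60) were higher and *CHLM* was lower (-0.48) in *phyB-77*, and the annotation names 2 of the 3 (*PORB* and *CHLM*). The gene *ESM1* (*At3g14210*), whose product acts in glucosinolate breakdown, was lower by a log2 fold change of -3.34, *BCAT4* (*At3g19710*) by -2.52 and *IPMI1* (*At3g58990*) by -2.45, with standard errors of 0.11 to 0.12.
In all, 3487 of 22746 probe sets were called in *phyB-77* (15.3%), 1946 higher and 1541 lower, and 1771 of them had a fold change above 1.5. Centring each array on its median gave 1582 higher and 1983 lower, and quantile normalization 1692 and 1815.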

Table S2 Expression data for 3201 genes, with a comparison of *phyB-77* versus Ws*-*2 (*P *< 0.01).

Table S3 Expression data for 3157 genes, with a comparison of *bri1-5* versus Ws*-*2 (*P *< 0.01).

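Of 79 plastid-encoded probe sets, 40 were higher and 5 lower in *bri1-5* (42 and 6 when adjusted over the list alone; median 0.43), 21 of the 79 had an interaction, and the annotation names 77. The ribosomal protein gene *rpl16* was higher by 4.02 (standard error 0.11), and the lower ones were *psbF*, *psbE*, *psaA*, *psbJ* and *psbL*, which encode photosystem subunits. The shift had an adjusted p = 1.9e-14 with camera and was lost with an estimated correlation (adjusted p = 0.084). In *phyB-77*, 14 were higher and 2 lower (16 and 2 when adjusted over the list alone), and the shift was not called (adjusted p = 0.027, and 0.51 with an estimated correlation), except with quantile normalization (0.0046) and without Ws-2 replicate 3 (0.0053).
Of 22 listed auxin-response genes, 9 could be named and were measured. Of these, 7 were higher in *bri1-5* (median 0.99) and 2 lower (*IAA17* and *SAUR9*), and 1 was lower in *phyB-77* (*IAA29*). In *phyB-77 bri1-5*, 1 was higher and 1 lower (*GH3.3* and *SAUR9*). The counts were equal when adjusted over the list alone. *IAA2* was higher by 1.48 in *bri1-5*, with -0.23 in *phyB-77* (adjusted p = 0.087) and -0.09 in *phyB-77 bri1-5* (0.58), and 5 of the 9 had an interaction. The annotation names 3 of them, which were higher in *bri1-5*. The ethylene synthesis gene *ACS11* (*At4g08040*) was higher in *bri1-5* by 2.41 (standard error 0.12). The pectin methylesterase gene *PME61* (*At3g59010*) had -2.42 and the indole glucosinolate methyltransferase gene *IGMT1* (*At1g21100*) had -2.23.
In all, 4352 probe sets were called in *bri1-5* (19.1%), 2393 higher and 1959 lower, and 2158 of them had a fold change above 1.5. The majority turned with each array centred on its median (2142 higher, 2342 lower) and was nearly even with quantile normalization (2271 and 2234).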

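In *phyB-77 bri1-5*, *GEA6*, which encodes a late embryogenesis protein and belongs to the seed list, was higher by 4.11, and *VSP1* (*At5g24780*), a storage protein gene of leaves induced by jasmonate, had a log2 fold change of -2.43 (standard error 0.13). Of 5 measured jasmonate genes, 3 were lower in *phyB-77 bri1-5* (*VSP1*, *LOX2* and *AOS*, median of the list -0.71), and 1 was higher and 2 lower in each of *phyB-77* and *bri1-5*, with equal counts when adjusted over the list alone. The annotation names 2 of the 5, *PDF1.2* and *THI2.1*, which were not called in *phyB-77 bri1-5*. The root growth factor gene *RGF9* (*At5g64770*) had -2.24 (standard error 0.14) and *MAC3B* (*At2g33340*), a gene of a spliceosome-associated protein, had -2.17 (standard error 0.10).
Of the plastid-encoded probe sets, 30 were higher and 2 lower in *phyB-77 bri1-5* (35 and 4 when adjusted over the list alone; median 0.29), with a camera adjusted p = 3.0e-14 that was lost with an estimated correlation (adjusted p = 0.084). Of 18 mitochondrion-encoded probe sets, 18 of them named by the annotation, 5 were higher in *phyB-77 bri1-5* (median 0.20) and 5 in *phyB-77* (0.24; 6 when adjusted over the list alone). The shift had an adjusted p = 1.2e-04 in *phyB-77 bri1-5* and 0.0026 in *phyB-77*, and with an estimated correlation an adjusted p = 0.066 in *phyB-77 bri1-5* and 0.1 in *phyB-77*; without *phyB-77* replicate 1 it was 0.01 in *phyB-77*. In *bri1-5*, 3 were higher and 2 lower (*cox2* and *nad1*), with a median of -0.01, a mean of 0.13 and no called shift (downwards, adjusted p = 0.91). *cox1* was higher by 3.47 in *phyB-77 bri1-5* and 3.02 in *bri1-5*. Of 8 expansin genes, 2 were higher and 2 lower in *phyB-77 bri1-5* (2 and 3 when adjusted over the list alone), against 3 and 4 in each of *phyB-77* and *bri1-5* (3 and 5 in *bri1-5* when adjusted over the list alone). *EXPA2* was higher in *phyB-77 bri1-5* by 2.05, *EXPA1* had -1.18, and the annotation names 4 of the 8. Of these 4, 0 were higher and 0 lower in *phyB-77 bri1-5*.
In all, 3311 probe sets were called in *phyB-77 bri1-5* (14.6%), 1489 higher and 1822 lower, and 1710 of them had a fold change above 1.5.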

Table S4 Expression data for 4453 genes, with a comparison of *phyB-77 bri1-5* versus Ws*-*2 (p < 0.01).

Table S5 Expression data for 624 genes, with *P *< 0.01 at all three comparisons of *phyB-77* versus Ws*-*2, *bri1-5* versus Ws*-*2 and *phyB-77 bri1-5* versus Ws*-*2.

Table S6 Expression data for the genes at each intersection in the Venn diagram.

Table S7 List of primers used in quantitative RT-PCR and cloning.

# Supplementary material for: Darkness and gulliver2/phyB mutation decrease the abundance of phosphorylated BZR1 to activate brassinosteroid signaling in Arabidopsis
**Source:** Plant J. 2014 Feb 4;77(5):737–47. doi: 10.1111/tpj.12423
**Supplement:** Table S7 — List of primers used in quantitative RT-PCR and cloning.

Table S7. List of primers used in quantitative RT-PCR and cloning.

| **Gene** | |  |  | **Primer sequences (5’ to 3’)** |
| --- | --- | --- | --- | --- |
|  | **For qRT-PCR** | | | |
| *CYP85A2*  *AT3G30180* | |  | F | AACGAATTACCGCAGTGGAG |
|  |  |  | R | AAGAGCCATCATGGAGGTTG |
| *DWF4*  *AT3G50660* | |  | F | GTT GGC CAT TTC TTG GTG AAA |
|  |  |  | R | TGG CGG TGT ACG GTT TAA GAT |
| *CPD*  *AT5G05690* | |  | F | ATGAAAAGGAGGGAGGAGGA |
|  |  |  | R | TGATCGTGGAGGTTGTTTCA |
| *UBQ10*  *AT4G05320* | |  | F | CCACCAAAGTTTTACATGAAACGAA |
|  |  |  | R | TCCAGGACAAGGAAGGTATTCC |
| *TUB2* *AT5G62690* | |  | F | ATCCGTGAAGAGTACCCAGAT |
|  |  |  | R | AAGAACCATGCACTCATCAGC |
| *PP2A* *AT1G13320* | |  | F | TATCGGATGACGATTCTTCGTGCAG |
|  |  |  | R | GCTTGGTCGACTATCGGAATGAGAG |
| *ACS5 AT5G65800* | |  | F | GCGATGCTTTCCTTTTGCCTACTC |
|  |  |  | R | TTTCTGGGCTTGTTGGTAAGCTTGT |
| *PRE5* *AT3G28857* | |  | F | AACGGCGTCGTTCTGATAAG |
|  |  |  | R | CATGAGTAAGCTTCTAATCACGG |
| *PRE6*  *AT1G26945* | |  | F | TCCAACACCTCATCCCTGAACTTCG |
|  |  |  | R | CGGTCACTGAGGTCATCAACCTCTC |
| At1g05250 | |  | F | AGGTCGTGGCTCAGAAGAAA |
|  |  |  | R | TTGCCGGTAAGAATTTGGAC |
| *GER1*  *AT1G72610* | |  | F | CCTGCGGGTTACCCTTGCATTC |
|  |  |  | R | AGCGGCGTTGATGATGTTTGTAGTG |
| At5g53870 | |  | F | GCGTCTGCTCCTTCAAAATC |
|  |  |  | R | ATTTTGGTGACGGAGATGGA |
| At5g57530 | |  | F | TGTTGTTGGCGTCTCTTCTG |
|  |  |  | R | AACCTGAACCGGATGTCTTG |
| At1g17810 | |  | F | GACTCACCCGGACTCCATTA |
|  |  |  | R | CCACCAGAACTAACCCTCCA |
| *PRX2*  *AT1G05250* | |  | F | CGAAATTGAACGATGCATTGCTAAA |
|  |  |  | R | CCATGTTCAGTGAGGTTCTGAAAT |
| *PRX73*  *AT5G67400* | |  | F | CCGGACCAAATAACAAAGTTACAGAA |
|  |  |  | R | GCGGTTACGAAAGCCTTGTTGAAA |
|  | **For cloning** | | | |
| At5g53870 | |  | F | TGTTGTTGGCGTCTCTTCTG |
|  |  |  | R | AACCTGAACCGGATGTCTTG |
| *COP1* *AT2G32950* | |  | F | GACTCACCCGGACTCCATTA |
|  |  |  | R | CCACCAGAACTAACCCTCCA |
| *BIN2 AT4G18710* | |  | F | GGATCCTAAAATGGACAGCAAACTGA |
|  |  |  | R | AAATCTGACACAATCGACCTGGTTGAT |
| *BZR1 AT1G75080* | |  | F | CGAAGGGAACTTACCAGGACCTT |
|  |  |  | R | TTGTCAAACGTCTTGGGCGTGAC |
| *PRX2* *AT1G05250* | |  | F | CACCATGGCGATCAAGAACATTCTCGC |
|  |  |  | R | GTTAGGGAAGGCGCATCTCTTC |
| *PRX73*  *AT5G67400* | |  | F | CACCATGGCGCGGTTCAGTCTGGTT |
|  |  |  | R | GTTAAAGGCACCACAGTCACGAC |

# Supplementary material for: Darkness and gulliver2/phyB mutation decrease the abundance of phosphorylated BZR1 to activate brassinosteroid signaling in Arabidopsis
**Source:** Plant J. 2014 Feb 4;77(5):737–47. doi: 10.1111/tpj.12423
**Supplement:** Table S7 — List of primers used in quantitative RT-PCR and cloning.

Table S1. Complete data of the microarray analysis using the RNAs prepared from Ws-2 wild type, *phyB-77*, *bri1-5*, and *phyB-77 bri1-5* seedlings grown for 7 days under continuous red light.

Table S2. Expression data for 3201 genes with the comparison of *phyB-77* vs. Ws-2. The list of genes were obtained after filtering with the criteria of p-value < 0.01 and fold change > 1.5.

Table S3. Expression data for 3157 genes with the comparison of *bri1-5* vs. Ws-2 (p<0.01).

Table S4. Expression data for 4453 genes with the comparison of *phyB-77 bri1-5* vs. Ws-2 (p<0.01).

Table S5. Expression data for 624 genes with p<0.01 at all three comparisons of *phyB-77* vs. Ws-2; *bri1-5* vs. *Ws-2*; and *phyB-77* *bri1-5* vs. Ws-2.

Table S6. Expression data for the genes of each intersection in the Venn diagram.

Table S7. List of primers used in quantitative RT-PCR and cloning.

How the deposited data were processed for this re-analysis (not part of the article)

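RNA of whole seedlings was measured on 12 Affymetrix ATH1 arrays, 3 for each of Ws-2, *phyB-77*, *bri1-5* and *phyB-77 bri1-5*. The methods and the sample labels give an age of 7 days in continuous red light, and the legend of Figure 4 gives 5 days and a fluence rate of 30 µmol per square metre and second. The authors deposited log2 signals per probe set from RMA, which corrects background, makes the distributions of the arrays equal and summarizes each probe set. The paper's text does not name the software or state whether all arrays were processed together. The values ranged from 2.36 to 14.23, and no 2 arrays were identical.

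The file held 22810 probe sets. The 64 control probe sets were left out, and 22746 were tested. The values were fitted with limma 3.58.1 in R 4.3.3, with 1 coefficient per genotype and no other term, for the 3 mutants against Ws-2, for the double mutant against each single mutant, and for the interaction, that is the effect of *phyB-77* in *bri1-5* minus its effect in Ws-2. The moderated test is two-sided and its p-values were adjusted by the Benjamini-Hochberg method over all probe sets of a comparison. An adjusted p under 0.01 was required without a fold criterion, because the paper's tables head this column as adjusted p and hold genes that changed by less than 1.5-fold. The paper refers to an earlier article for its statistics. The number of arrays limits the precision: the residual degrees of freedom were 8, with 9.85 added from the prior, and the largest standard error of a log2 fold change was 0.27. On simulated data of this size, 58.2% of probe sets changed 1.5-fold, 95.5% of those changed 2-fold and 66 of 66 changed 4-fold were called. Only 67, 67 and 66 probe sets and 40 class members were changed there, far fewer than were called here. The adjusted threshold was therefore stricter there, and these shares may understate the detection in the real comparisons.

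The platform annotation gave a single gene for 13513 probe sets and several genes for 503. The paper's tables gave names for 1299 further tested probe sets, and 22 of 1393 probe sets named by both sources had conflicting names, for which the annotation was kept. The readable parts of Tables S1 to S6 held 1690, 467, 532, 525, 475 and 461 probe sets. No set test was made on these tables.

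A total of 26 gene lists, the comparisons, the thresholds and the alternatives were fixed before the data were examined, although values in the readable tables had been seen. The lists for sterol biosynthesis, BR signalling and the salicylic acid response had no named member. Of the listed genes, 8 of 14 could be named for shade avoidance, 8 of 14 for ribosome biogenesis, 8 of 11 for root hairs and 4 of 7 for BR synthesis. For auxin response 9 of 22 could be named, for flavonoids 10 of 18, for gibberellin 9 of 18 and for nuclear photosynthesis 5 of 22. For the clock these were 5 of 11, for light signalling 5 of 17, for jasmonate 5 of 10 and for chlorophyll synthesis 3 of 13. Lists of at least 5 measured members, of which at least 80% of the listed genes could be named, were tested with camera at a preset correlation of 0.01. The 80% limit was not among the settings fixed beforehand. It left lists with at least 5 measured members, such as heat shock proteins and root hairs, without a test. From 5 lists and 3 comparisons, 15 p-values were adjusted together. The same was done with an estimated correlation and with fry, which tests whether the genes of a list move on balance one way. Genes named in the text are the 10 with the largest change in each direction of each comparison with Ws-2 without overlap between the arrays, the genes the paper names, 5 genes of each class of Figure 4b, and 4 members of each list with the smallest adjusted p. List and class members named beyond this rule were chosen after their values were seen. A gene with several probe sets is represented by the one with the highest mean.

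Alternatives were median centring or quantile normalization of the arrays, other thresholds, control probe sets kept, the 40% dimmest probe sets left out (13647 tested), 1 probe set per gene (14653 tested), a variance trend with robust estimation, array weights, the replicate number as a block, only the 6 arrays of the genotypes compared, and each array left out in turn. Groups of 3 arrays are too small for a test of single outlying arrays. Overlaps of comparisons that share Ws-2 were set beside 20 simulated sets of arrays without differences. The other splits were all 10 splits of 6 arrays, and 100 seeded assignments of 12 arrays to the 4 genotypes. Tables were made with Python 3.11.15, pandas 2.3.3 and figures with matplotlib 3.10.9. The qRT-PCR, protein and growth experiments were not analysed here.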

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

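The mixture and normalization tests of the seed genes and both tests of the share of root tissue were chosen only after the results were seen. The root tissue tests were first made with *CASP1*, *PER64* and *PYK10* alone (medians -0.42 in *phyB-77* and -0.74 in *bri1-5*) and judged against a share of the root hair median, which put both shares of root tissue aside. They were then made again with *IRT1* added and a limit of 2 of 4 genes called against the direction, set when these counts were known, so the exclusion in *bri1-5* rests on a limit that the data just reach.

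The interaction was called for 3128 probe sets, against at most 35 in the other assignments of the arrays to genotypes (1 of 100 was as large, the real one), so a chance assignment of the arrays is excluded for this count. The assignments mix the 4 genotypes, whose differences then add to the spread within groups, so they test for any genotype effect and not for the absence of an interaction alone, which only the limma test of each probe set addresses. The *phyB-77* mutation changed 380 probe sets one way in Ws-2 and the other way in *bri1-5*, and the *bri1-5* mutation changed 262 one way in Ws-2 and the other way in *phyB-77*. Independent lists would give 346 and 354 such probe sets, and the top ranks of simulated unchanged arrays 376 and 383. The first count lies close to these values and the second below them. These values describe the overlap of lists and not how many of the opposite changes are false. The interaction was called for all 380 and all 262, but it is the difference of the effects in the backgrounds, so its calls are not separate evidence. At an unadjusted p under 0.05 the interaction count was 7557, and the highest of the other assignments 4023.

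Seed storage and maturation genes, which the paper does not discuss as a group, had a median log2 fold change of 3.38 in *phyB-77* and 3.05 in *phyB-77 bri1-5*. The same seed RNA mixed into both genotypes in different amounts was examined through the difference between *phyB-77 bri1-5* and *phyB-77*. It varied between 18 genes with a variance 11.1 times the squared standard error (differences of -1.14 to 0.48). This difference also holds the effect of the *bri1-5* mutation, and in *bri1-5* seed genes were called in both directions. The variance therefore cannot decide about such a mixture. Against the normalization, the median in *phyB-77* was at least 3.33 with centring or quantile normalization. Different amounts of the same seed RNA, ungerminated or late seeds in different states, and seedlings that keep expressing these genes stay open. The design gives no test between them.

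Root hair markers, also outside the paper's text, had a median of -1.21 in *phyB-77* and 0.85 in *bri1-5*. A larger share of root tissue in *bri1-5* as the whole cause would raise other root markers alike, but these moved apart. Of 4 measured markers, 2 were called lower (*CASP1* -0.90, *PER64* -0.74) and *PYK10* was not called (0.05). *IRT1* was higher (0.96), as the root hair markers were, and whether it marks cells other than root hairs was not examined here. A smaller share of root tissue in *phyB-77* cannot be told apart from a change in the root hairs: limma called 0 of the 4 markers higher there (0 also at an unadjusted p under 0.05), *IRT1* (-0.82), *CASP1* (-0.56) and *PER64* (-0.42, a call lost when any 1 of the Ws-2 arrays or *phyB-77* replicate 2 or 3 was left out) were lower, and *PYK10*, with a high log2 signal of 12.98 in Ws-2, had 0.06. The normalization moved the root hair medians by at most 0.06, and a change of the root hairs themselves stays open in both mutants and was not tested.

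A total of 120 genes changed more than 2-fold in *bri1-5* and lay within 0.3 of Ws-2 in *phyB-77 bri1-5*, 97 of them higher in *bri1-5*, and the interaction was called for 102. A chromosome segment that differs between the *bri1-5* line and the double mutant line would place these genes near each other: 9 pairs lay 4 to 20 genes apart, and random draws gave a median of 7 (middle 95% 2 to 12). A segment of few genes and an effect that needs functional PHYB stay open, and the second was not tested. *At4g15620*, with 4.41 in *bri1-5*, is one of them.

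Heat shock protein genes had a median of 1.81 in *phyB-77*. Plastid-encoded genes had a median of 0.43 in *bri1-5*.

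For the comparisons of 2 genotypes, 10 splits of 6 arrays are too few to give a share under 0.05, and the real split was the 1 with the most limma calls in each. The counts were 3487 in *phyB-77*, 4352 in *bri1-5*, 3311 in *phyB-77 bri1-5*, 4414 between *phyB-77 bri1-5* and *bri1-5* and 3628 between *phyB-77 bri1-5* and *phyB-77*, and the highest of the other splits was 0 in each. At an unadjusted p under 0.05, the real and the highest other count were 7516 and 1206, 8526 and 1673, 7337 and 487, 8654 and 1047, and 7946 and 697. Over the 100 assignments of 12 arrays, a chance assignment of the arrays is excluded for the 774 probe sets called in all 3 comparisons (highest other 54) and for the classes bd (41), bu (21), pu (56) and pd (28), with 0 limma calls as the highest other for each class. At an unadjusted p under 0.05 the classes held 224, 134, 184 and 135 probe sets, and the highest of the other assignments 8, 7, 7 and 6. The assignments mix genotypes, and they do not test the classes against independent lists, which would give 13.4, 10.6, 11 and 13. These numbers hold for the counts from 12 arrays. Class bu held 13 probe sets without Ws-2 replicate 1, where fewer probe sets were called and the number from independent lists was not computed. The excess of the classes over independent lists was not tested.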

How the results depend on the processing

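The setting with list members named by the annotation alone was chosen after the data were seen. The counts of the comparisons stayed within 1.5 times under the other normalizations, filters, replicate block, genotype pairs and trend settings, except where given here, and the cause was not tested. An unadjusted p under 0.01 gave 5020 in *phyB-77 bri1-5*, 4967 interactions, 1386 in all 3 comparisons and 96, 58, 98 and 61 in bd, bu, pu and pd. An adjusted p under 0.05 gave 5345 in *phyB-77*, 5157 in *phyB-77 bri1-5*, 6625 for *phyB-77 bri1-5* against *bri1-5*, 5716 for *phyB-77 bri1-5* against *phyB-77*, 5140 interactions, 1487 in all 3 and 108, 61, 112 and 65 in the classes. An adjusted p under 0.01 with a fold above 1.5 gave 1771, 2158, 1710, 2168 and 1705 for the comparisons in the order of the text, 289 in all 3 and 6, 7, 22 and 12 in the classes; with an unadjusted p these were 1783, 2168, 1716, 2176, 1720, 291, 6, 7, 22 and 12. Class bu held 32 with centring and 33 with the variance trend; array weights (0.42 to 1.88) gave 5191 in *phyB-77 bri1-5*, 67 in bd and 43 in bu. Leaving out 1 array gave 2560 to 3869 in *phyB-77*, 3320 to 4622 in *bri1-5*, 2320 to 3718 in *phyB-77 bri1-5*, 3130 to 4691 for *phyB-77 bri1-5* against *bri1-5*, 2463 to 4098 for *phyB-77 bri1-5* against *phyB-77*, 2305 to 3314 interactions, 528 to 834 in all 3, and 21 to 52 (bd), 13 to 29 (bu), 31 to 64 (pu) and 19 to 34 (pd). The plastid shift in *phyB-77* was called with quantile normalization (0.0046) and without Ws-2 replicate 3 (0.0053 to 0.25 over the arrays left out), and the mitochondrial one in *phyB-77* was lost without *phyB-77* replicate 1 (8.3e-04 to 0.01). An estimated correlation gave 0.1 and 0.066 for the mitochondrial list in *phyB-77* and *phyB-77 bri1-5*, 0.084 for the plastid list in *bri1-5* and *phyB-77 bri1-5*, and 0.027 for xyloglucan enzymes in *phyB-77 bri1-5* (0.2 with the 5 members named by the annotation). The peroxidases were called downwards by fry in *phyB-77* (2.5e-06), *bri1-5* (3.2e-04) and *phyB-77 bri1-5* (4.9e-04), and the xyloglucan enzymes upwards in *bri1-5* (5.9e-05). Of 13446 values of the named genes against Ws-2 under the alternatives, 13038 stayed called or stayed uncalled, 249 lost and 159 gained a call. Of the values called in the main or the other setting, 0 changed direction. A change of sign in a value called in neither was not counted. Settings that change only the threshold cannot change a direction. The interaction has no value from 6 arrays, and other thresholds give no list values. Dim probe sets limit the detection of small changes.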

Differences from the paper's values

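The log2 fold change of *At5g67400* in *phyB-77* was -1.88, and the paper's Table S1 gives -1.76. The values differ under all 26 settings, that is the one used here and the alternatives set before the data were examined.

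The fold change of *At5g53870* against Ws-2 was 0.0941 in *bri1-5* and 0.448 in *phyB-77 bri1-5*. In the microarray bars of Figure 4c, read by eye, the paper's values are about 1.1 and about 1.6, and the values differ under all 26 settings. On the log2 scale the paper's Table S1 gives -3.46 and -1.19, beside -3.41 and -1.16 here, and these pairs do not differ.

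The paper states that *At3g30180* is repressed in *phyB-77*. Its log2 fold change was 0.85 here, and the paper's Table S1 gives 0.85 as well. The directions stated for the other genes of the same panel, *At5g53870*, *At1g17810* and *At5g57530*, are those found here.

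From qRT-PCR of seedlings grown in red light (Figure 1d), the paper states that *CPD*, *DWF4* and *CYP85A2* were high in *bri1-5* and suppressed in the double mutant. On the arrays, *DWF4* was higher in *bri1-5* (0.97) and was not lower in *phyB-77 bri1-5* against *bri1-5* (0.12, adjusted p = 0.47, not called under any of the 26 settings). *CPD* (-0.53) and *CYP85A2* (*At3g30180*, -0.88) were lower in *phyB-77 bri1-5* against *bri1-5*, and the call of *CPD* was lost only with a fold change above 1.5. The comparison is between different measurements, and no PCR value was read here.

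The paper has its largest number of genes in *phyB-77 bri1-5*, whereas *bri1-5* had the largest number here (3487 in *phyB-77*, 4352 in *bri1-5* and 3311 in *phyB-77 bri1-5*). The paper's counts are 3201, 3157 and 4453, with 624 in all 3 comparisons against 774 here, and no count differs by more than 1.5 times at the adjusted p under 0.01 of the paper's tables. With only the 6 arrays of the genotypes compared in each fit, a setting fixed beforehand, the counts were 3282, 3261 and 4557, with 716 in all 3, and *phyB-77 bri1-5* had the largest number. *phyB-77 bri1-5* also had over the paper's number with an unadjusted p under 0.01 (5020), an adjusted p under 0.05 (5157) and array weights (5191), and it was the largest of the 3 with array weights (4245 in *phyB-77* and 4109 in *bri1-5*). Of the settings used, the fit of only 6 arrays came nearest to the paper's counts in *bri1-5* (3261) and *phyB-77 bri1-5* (4557). The count in all 3 comparisons came nearest to the paper's without *phyB-77 bri1-5* replicate 1 (617) and without *phyB-77* replicate 3 (632). The count in *phyB-77* came nearest without the dimmest probe sets (3170) and without a *phyB-77 bri1-5* replicate (3169 to 3180). The paper's text also names a fold change above 1.5, with which 1771, 2158, 1710 and 289 were counted here. Of the genes of the panel bu in Figure 4b, *At1g05250*, *At3g49960* and *At5g02540* were not called in *phyB-77 bri1-5* (0.49, 0.53 and 0.31), with adjusted p over the threshold. All 3 were called there with only the 6 arrays of *phyB-77 bri1-5* and Ws-2, with array weights, with an unadjusted p under 0.01 and with an adjusted p under 0.05. *At1g05250* and *At3g49960* were also called with centring, quantile normalization, the variance trend, the replicate block, without the dimmest probe sets and without *bri1-5* replicate 2 or 3; *At1g05250* also without *phyB-77* replicate 1 or 3, and *At3g49960* also without *bri1-5* replicate 1.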

Other observations

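Genes of light signalling and of BR synthesis were also measured. Of 5 measured light signalling genes, 4 were higher in *phyB-77*, 3 in *bri1-5* and 1 in *phyB-77 bri1-5* (4, 4 and 2 when adjusted over the list alone), none was lower, and 4 had an interaction. *HY5*, a transcription factor gene of seedling greening, was higher in *phyB-77* (0.89), with -0.08 in *bri1-5* (adjusted p = 0.61) and 0.19 in *phyB-77 bri1-5* (0.2), and *PIF3* was higher in all 3 mutants (0.76, 0.70 and 0.84). The annotation names 1 of the 5 (*HYH*). Of 4 growth-regulating bHLH genes, 2 were higher and 1 lower in *phyB-77*, 3 higher and 1 lower in *bri1-5*, and 3 higher in *phyB-77 bri1-5*, with equal counts when adjusted over the list alone; *PRE3* had -1.41 in *phyB-77* and 0.75 in *bri1-5*, and none of the 4 is named by the annotation.

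The BR synthesis genes *DWF4* and *CPD* had 0.20 (adjusted p = 0.22) and 0.13 (0.36) in *phyB-77*, were higher in *bri1-5* by 0.97 and 1.00, and in *phyB-77 bri1-5* by 1.09 and 0.47. In *phyB-77 bri1-5* against *bri1-5*, *DWF4* had 0.12 (adjusted p = 0.47) and *CPD* -0.53 (2.6e-04). *CHS*, the chalcone synthase gene, was higher in *phyB-77* (1.87) and *phyB-77 bri1-5* (0.55), with 0.09 in *bri1-5* (adjusted p = 0.51). Of 3 other root markers, *IRT1* and *CASP1* were lower in *phyB-77* and *phyB-77 bri1-5*, *PYK10* was not called in any mutant, and in *bri1-5* *IRT1* was higher and *CASP1* lower, with equal counts when adjusted over the list alone, and the annotation names 1 of the 3 (*PYK10*). Of 9 measured genes that the paper names, 4 were higher and 3 lower in *phyB-77*, 6 higher and 2 lower in *bri1-5*, and 6 higher and 1 lower in *phyB-77 bri1-5* (7 and 1 when adjusted over the list alone); the paper chose several of them on these samples, and none of the 9 is named by the annotation.

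Over the 5 lists and 3 comparisons, camera called 7 shifts. Other assignments of the 12 arrays called up to 11, and 15 of 100, the real one included, gave at least 7. The assignments mix the 4 genotypes, so differences between genotypes can give called shifts in them. These counts therefore do not tell whether chance gave the 7.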
